# Hyaluronic acid and tissue mechanics orchestrate mammalian digit tip regeneration

**DOI:** 10.1126/science.ady3136

**Published:** 2026-04-09

**Authors:** Byron W.H. Mui, Joseph J.Y. Wong, Camille E. Dumas, Jia Hua Wang, Toni Bray, Kentaro Hirose, Lauren Connolly, Alexander Winkel, Sebastian Timmler, Nicholas A. Bright, Evelina Sliauteryte, Ragnhildur Thóra Káradóttir, Pamela G. Robey, Kristian Franze, Kevin J. Chalut, Mekayla A. Storer

## Abstract

Tissue regeneration is rare in mammals, but the mouse digit tip can regrow after amputation, while injuries beyond the nail do not. How the microenvironment drives divergent outcomes remains unclear. Here, we found that the extracellular matrix (ECM) and tissue mechanics govern the amputation response in mouse digits. Non-regenerative regions were stiffer and contained dense, organized collagen, whereas regenerative regions were soft and enriched in hyaluronic acid (HA). Depleting HA inhibited regeneration and promoted fibrosis, demonstrating that the HA-collagen balance shaped tissue mechanics and repair signaling. Stabilization of HA with hyaluronan and proteoglycan link protein 1 (HAPLN1) after non-regenerative amputations tuned ECM mechanics, reduced scarring, and enhanced bone repair. Thus, ECM composition and mechanics influence cell behavior and ECM-targeted strategies could help unlock mammalian regeneration.

Although normal wound healing relies upon the synthesis of extracellular matrix (ECM) as provisional scaffolding, excessive accumulation of ECM, known as fibrosis, disrupts tissue architecture and leads to substantial disease burden (1). Developing effective treatments to halt or reverse fibrosis in favor of regeneration hinges on our understanding of wound healing (2). To that end, amputation of mouse digits presents an opportunity to examine mammalian regeneration and fibrosis in parallel (3). Amputation of the tip of a digit’s third phalanx (P3) results in complete, multi-tissue restoration in rodents and humans (3). Central to this process is the blastema (4), a transient structure harboring heterogeneous progenitors (5, 6) that restores lost tissues (7). More proximal amputations, such as those that sever the second phalanx (P2), fail to regenerate (3). Instead, they exhibit minimal regrowth, and scar tissue overlies the injured bone stump (3). Here, we investigated how the ECM may drive regeneration instead of fibrosis in the adult digit amputation model.

The ECM provides essential chemical and mechanical information within various biological contexts, including tissue morphogenesis (8), homeostasis (9) and aging (10). The ECM can impact regeneration (11) and fibrosis (12). Studies of scarless fetal cutaneous injuries implicated a protective role for the ECM component hyaluronic acid (HA), a linear, non-sulfated polymer of *N*-acetyl-glucosamine and glucuronic acid (13). Indeed, fetal wounds heal with minimal collagen deposition while sustaining high levels of HA, whereas adult wounds show extensive deposition of collagen concurrent with rapid degradation of HA (14–16). Following forelimb amputations in salamanders, HA-rich matrices that emerge during blastema formation instruct myotube migration and dedifferentiation (17), and in *Xenopus*, disruption of HA signaling impairs tail regeneration (18). How HA and ECM mechanics jointly govern regenerative versus fibrotic outcomes in adult mammals remains poorly understood.

In fibrotic wound repair, the ECM typically stiffens (19), which mechanically activates fibroblasts (20), the main cellular regulators of the ECM. Fibroblasts further remodel their extracellular environment (21) by way of changes to ECM composition (22) or organization (23), which alter overall tissue mechanics and establish an iterative feedback loop. The blastema’s matrix-derived mechanical cues regulate regenerative cell behavior, such as proliferation or differentiation (24, 25). Later, processes such as apoptosis (26) of fibroblasts restore tissue homeostasis. However, fibrosis progression bypasses these pathways, leading to cumulative disruption of tissue architecture. Given that fibroblasts are heterogeneous (27), some evidence suggests an intrinsic propensity for fibrosis by specific sub-types of fibroblasts (28), which may be mostly absent from regenerative tissues. It is also possible that fibrosing and regenerating ECM niches are distinct and enable opposing repair mechanisms.

## The niche diverges during digit non-regeneration and regeneration

Fibrous tissue accumulates after non-regenerative amputations (3), We used second harmonic generation microscopy to investigate the collagen matrix after digit amputations. Non-regenerative wounds contained dense, fibrosis-like collagen, which was largely absent from the blastema (Fig. 1A and fig. S1A and B). We confirmed the collagen’s architectural features by transmission electron microscopy, which similarly showed more organized fiber bundles in non-regeneration (Fig. 1B and fig. S1C). To investigate what ECM factors underlie the difference in the collagen responses, we performed single-cell transcriptomic analysis of non-regenerative wounds and integrated these datasets with previously published blastema and non-regenerative datasets (5, 6) (Fig. 1C). To identify the primary cell type responsible for the ECM among the seven distinct populations detected (fig. S1D and E), we assigned an ECM score to each cell based upon its expression of core matrisome genes (29) (Fig. 1D). The *Pdgfrα*-expressing cluster showed the highest ECM activity, outpacing all other clusters (Fig. 1D). Gene set enrichment analysis revealed that this cluster upregulated ECM-related pathways, including “Collagen Fibril Organization” and “Extracellular Matrix Organization” (fig. S1F). We deduced that fibroblasts constituted most of the *Pdgfrα*-expressing cluster and were the main cell type involved in establishing the extracellular milieu.

Because fibroblasts are heterogeneous, we hypothesized that non-regenerative and regenerative digit ECMs diverge owing to underlying differences in cellular composition. Sub-setting *Pdgfrα*-expressing cells revealed eight transcriptional signatures, of which Fibroblast 1 and 2 sub-types were preferentially enriched in non-regeneration (Fig. 1E and fig. S1G-I). With no notable transcriptional distinction in fibroblast sub-types based on wound conditions (fig. S1J), we hypothesized that the predominance and activity of Fibroblast 1 and 2 cells accounted for the fibrogenic response. All *Pdgfrα*-expressing clusters expressed fibrillar collagens to a similar degree (fig. S1K). However, we identified elevated collagen modeling factors in the non-regenerative wound, such as tenascin X (TNX) expressed by PDGFR*α*^*+*^CD34^+^CD31^-^ Fibroblast 1 cells (Fig. 1E and F, and fig. S2A and B) and thrombospondin-4 (THBS4) expressed by SULF2^+^ Fibroblast 2 cells (Fig. 1E and G, and fig. S2C). Of note, Fibroblast 3 cells, the major blastema sub-type, highly expressed markers associated with limb regeneration, such as *Msx1* and *Mdk*, but did not differentially express major collagen modeling genes (Fig. 1E). Taken together, Fibroblast 1 and 2 cells and their upregulation of TNX and THBS4, respectively, were specific to non-regeneration, suggesting that collagen maintenance and/or modeling drive the fibrotic response.

Given that fibrosis is the antithesis of regeneration, we hypothesized that the blastema is enriched with cell sub-types responsible for synthesizing regeneration-specific ECM. Our cell sub-type correlation and gene expression analysis demonstrated that Fibroblast 1 and 2 cells were most disparate from osteo-lineage cells (OLs) (figs. S1J and S2D), which were approximately three times more prevalent in the blastema (fig. S1H). Furthermore, OLs had the highest expression of collagens and proteoglycans (fig. S2E), which supports the role of OLs as the blastema’s main ECM modulator. ECM-related gene ontology terms describing OLs included “Glycosaminoglycan Binding”, “Proteoglycan Binding,” and “Hyaluronic Acid Binding,” suggesting an OL microenvironment in which non-collagenous matrix components, particularly hyaluronic acid (HA), appear prominently in the blastema (fig. S2F). OLs highly expressed cartilage-associated genes *Acan, Col2a1*, and *Hapln1*, as well as related transcription factors *Sox6* and *Sox9* (fig. S2F). Indeed, at the tissue level, that OLs were more prevalent in regeneration and co-localized with accumulations of hyaluronic acid (HA) (fig. S2G), reminiscent of pericellular coats or a glycocalyx. We confirmed higher total HA in the blastema compared to the non-regenerative wound (Fig. 1I). Because HA binds proteoglycans through link proteins (30) (Fig. 1J), we assayed the distribution of hyaluronan and proteoglycan link protein 1 (HAPLN1) and aggrecan (ACAN), finding a stronger presence of both in the blastema (Fig. 1K and L). Thus, the blastema’s OLs synthesize copious matrices composed of HA, HAPLN1, and ACAN in the absence of major collagen matrix, forming a distinct ECM niche in regeneration.

Given the importance of ECM composition, particularly collagen, in tissue mechanics (31), we used atomic force microscopy and force-clamp force mapping to investigate the physical properties of wounded digits. We detected mechanical differences between non-regenerative wounds and the blastema, including greater stiffness and lower fluidity in the former (Fig. 1M and fig. S2H). Digits undergoing non-regenerative and regenerative responses had very different ECM microenvironments. 

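By the paper and the sample title, uninjured digits were taken at the level of the second phalanx, which does not regenerate, and dissociated for droplet-based scRNA-seq. The sample's tissue label names the other, regenerating level, and the title and the paper were followed. From this experiment the third replicate of uninjured P2, pooled from 12 digits, was analysed; the other P2 and P3 libraries were not used here. The authors counted UMIs per gene and cell with Cell Ranger against the mm10 reference, and the counts used here had no background RNA removed. The library held 45083182 UMIs over 11321 barcodes. Barcodes were kept with at least 300 and at most 8000 genes, at most 60000 UMIs and under 10% mitochondrial UMIs, the limits of Table S1, and cells with a Scrublet score above 0.25 were left out (2.00%). This kept 10784 cells with a median of 2827 UMIs. The cells were clustered on their own, without integration with other datasets, and each cluster was named from cell type markers fixed in advance. With 1 library no test between samples was possible, so intervals on its values cover counting error only.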

To explore whether the divergent niches are a product of pre-existing differences between P2 and P3 cells or arise during wound healing, we performed single-cell analysis of uninjured P2 and P3 digits and integrated these datasets with previously published uninjured and injured datasets (fig. S3A). At baseline, anatomical location strongly segregated *Pdgfrα*-expressing cells (fig. S3B and C). Upon injury, both non-regenerative and regenerative cells upregulated matrisome genes and were transcriptionally more similar to each other than to their uninjured counterparts (fig. S3D). However, only regenerative digits upregulated HA by 10 days post amputation (DPA), whereas HA remained scarce at earlier timepoints and in non-regenerative digits (fig. S3E). Thus, both intrinsic cellular properties and injury-induced ECM remodeling shape the distinct regenerative and non-regenerative niches.

## Digit regeneration requires hyaluronic acid

Given the abundance of hyaluronic acid (HA) in the blastema, we asked whether digit regeneration depended upon HA. To answer this question, we degraded HA enzymatically by serial injections of hyaluronidase into the digit following amputations of the tip of the third phalanx (P3) (Fig. 2A). At 14 DPA, digits were markedly decreased in length, and the area was often smaller (Fig. 2A and fig. S4A). RUNX2^+^ osteo-lineage cells (OLs) and pericellular HA were also diminished after hyaluronidase treatment (Fig. 2B), corroborating the relationship between OLs and HA. For continuous HA depletion, we incorporated 4-methylumbelliferone (4-MU) into the mouse diet to reduce levels of UDP-glucuronic acid, one of two substrates required for HA synthesis (32) (Fig. 2C). With reduction of extracellular HA (fig. S4B and C), 4-MU digits at 14 DPA were reduced in length and area (fig. S4D and E). By 28DPA, control digits regenerated, but 4-MU digits remained significantly smaller (Fig. 2D and fig. S4E). We then examined the state of the blastema in 4-MU digits, hypothesizing that the digits’ defects were a result of compromised blastema formation. With 4-MU, digits globally downregulated their expression of the blastema marker arylsulfatase I (ARSI) (6) (Fig. 2E). Another feature of the blastema is the prevalence of proliferative cells (33). The blastema contained high numbers of Ki67^+^ proliferating cells, particularly osteoblasts, which was substantially reduced with 4-MU treatment (Fig. 2F and fig. S4F). The fate of the blastema involves differentiation into mature tissue (7). Using microcomputed tomography, we showed that 14 DPA regenerating digits exhibited histolysis—the expulsion of the distal bone fragment resulting in bone shortening—and new bone formation (fig. S4G and I). 4-MU delayed histolysis-induced bone shortening, and we detected no new bone (fig. S4G and I). By 28 DPA, when regeneration was expected to be largely complete, 4-MU digit bone volume, surface area, and length remained diminished compared to controls (Fig. 2G and fig. S4H and I). The regenerated digit contained an abundant population of SP7^+^ osteoblasts, while 4-MU reduced osteoblast numbers (Fig. 2H and fig. S4J). Additionally, fibrosis-like collagen was deposited in 4-MU digits, indicating a switch to a more non-regenerative ECM (Fig. 2H and fig. S4J). Thus, depletion of HA interfered with digit restoration after distal P3 amputation, likely owing to a failure of blastema formation and differentiation, which suggests an important role for HA in digit tip regeneration.

## HA-collagen balance determines digit repair trajectory

Given that hyaluronic acid (HA) and collagen were inversely correlated in wounded digits, and HA depletion elicited a fibrosis-like ECM, we asked whether HA matrices abrogate fibrotic collagen assembly. We first compared the collagen matrix of hyaluronidase-treated versus control digits. Hyaluronidase treatment increased collagen content, as well as fibrotic architectural features (Fig. 3A and fig. S5A). We observed similar attributes after HA depletion using 4-MU (Fig. 3B and fig. S5B). Overall, disruption of HA produced fibrotic collagen matrix. Because collagen content impacts tissue mechanics, we hypothesized that the fibrotic collagen emerging with HA depletion would alter the tissue’s mechanical properties. To test this idea, we perturbed HA using 4-MU prior to distal third phalanx (P3) amputations and performed stiffness and fluidity measurements. 4-MU-treated digits were stiffer and less fluid compared to controls (Fig. 3C and fig. S5C). Thus, the viscoelasticity of 4-MU-treated digits closely resembled that of non-regenerating wounds (fig. S5C), highlighting how HA-collagen interactions impact the mechanical microenvironment.

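Mice received chow with 4-MU, a coumarin derivative that lowers HA synthesis, at 50 g/kg, or the chow without it, and digits amputated through the distal phalanx were collected 14 days post amputation for droplet-based scRNA-seq. The sample labels give the control mice a normal diet instead; the paper was followed, and if the labels hold, the groups differ in chow as well. Each group had 2 libraries, each pooled from 30 digits of 5 mice, so the library and not the cell is the replicate. The authors counted UMIs with Cell Ranger against the mm10 reference and removed counts assigned to background RNA with CellBender. After that step the control libraries held 108110456 and 104241598 UMIs over 14943 and 14999 barcodes. The 4-MU libraries held 73993456 and 84088079 UMIs over 14956 and 14954 barcodes. The limits of Table S1 on UMIs, genes and mitochondrial UMIs, which differ between the libraries, were applied, and cells with a Scrublet score above 0.2 were left out. This kept 8896 and 6728 control cells, with medians of 6184.5 and 7584 UMIs, and 8694 and 3327 cells of 4-MU digits, with medians of 2759.5 and 9524 UMIs. In 4-MU replicate 2, 11089 barcodes lay below the limit of 1500 genes, part of them outside other limits as well. Counts were scaled to 10000 per cell and log transformed, and the cells of all 4 libraries were clustered together with the Leiden method on 30 principal components of 2000 variable genes, without the scVI integration that the paper used. Clusters were named from fixed marker genes, so each name means a cell like that type. For gene expression, counts were summed over the cells of a class in each library, and 4-MU was compared with control by edgeR's quasi-likelihood test after TMM scaling. For cell shares, limma was run on logit-transformed shares with the variance moderated over all classes, after the propeller method named in the paper. Moderation gave every class the same standard error (0.696 on the logit scale). The p-value of a class therefore does not measure its own spread between libraries, which the SD gives. All p-values were two-sided and adjusted by the Benjamini-Hochberg method.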

To probe how tissue mechanics arising from HA depletion affected cell behavior, we performed single-cell transcriptomic analysis of distal P3-amputated digits after 4-MU treatment versus control. Unsupervised clustering and integration of the datasets resulted in nine major cell types (fig. S5D). 

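Besides Pdgfrα-expressing cells, the fixed markers named immune, chondrocyte, osteoclast, endothelial, epithelial, perivascular, Schwann and erythroid cells, 9 classes in all. Immune cells, marked by Ptprc and Lyz2, rose from 7.98% ± 3.65 of all cells (SD, n = 2) in control digits to 41.0% ± 18.3 (SD, n = 2) in 4-MU digits (adjusted p = 0.0325 from limma). Among them, neutrophil-like cells made up 1.55% ± 1.42 (SD, n = 2) in control and 29.1% ± 12.7 (SD, n = 2) in 4-MU digits (adjusted p = 0.0156 from limma over 6 immune sub-types). Macrophage-like cells were 50.8% ± 17.0 of control and 13.9% ± 6.69 of 4-MU immune cells (SD, n = 2 each), which did not pass the test (adjusted p = 0.156 from limma). These leave out immune cluster 6, led by Arg1, Nos2 and Mmp12, which met no sub-type rule and held 0.426% and 3.86% of control and 28.8% and 39.0% of 4-MU immune cells. Whether macrophage-like cells were a smaller share thus depends on how that cluster is counted. Erythroid cells, marked by hemoglobin genes, rose from 0.0372% ± 0.0525 (SD, n = 2) to 2.23% ± 0.843 (SD, n = 2) of all cells (adjusted p = 2.71e-05 from limma). Chondrocytes, marked by Col2a1 and Col9a1, were 9.02% ± 4.94 of cells (SD, n = 2) in control and 3.19% ± 1.48 (SD, n = 2) in 4-MU digits (adjusted p = 0.252 from limma). Osteoclasts were 6.61% ± 5.24 of control and 7.95% ± 2.02 of 4-MU cells (SD, n = 2 each), and endothelial cells 6.42% ± 2.39 and 6.87% ± 3.42 (SD, n = 2 each). Epithelial cells were 1.61% ± 0.125 and 6.35% ± 5.62 (SD, n = 2 each), with 10.3% and 2.37% in the 4-MU libraries. Perivascular cells were 1.80% ± 1.25 and 0.589% ± 0.102, and Schwann cells 0.664% ± 0.0778 and 0.474% ± 0.16 (SD, n = 2 each); none of these 5 classes passed the test (lowest adjusted p = 0.243 from limma). Clusters that met no marker rule held 10.2% and 12.4% of control cells and 16.4% and 7.39% of 4-MU cells. The call for immune cells ended without control replicate 2 (adjusted p = 0.0918), without 4-MU replicate 1 (0.116), without 4-MU replicate 2 (0.336) with a replicate block (0.198), at Leiden resolution 0.5 (0.0653) and with each cell classed on its own (0.0736); over 12 alternatives the adjusted p ran from 0.00837 to 0.336. That for erythroid cells ended with each cell classed on its own (adjusted p = 0.295), an arcsine square root (0.0817) and a replicate block (0.101).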

Hyaluronic acid depletion demonstrably reduced the relative proportion of *Pdgfrα*-expressing cells (fig. S5D), indicating a suppression of their typical injury-induced expansion. 

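Cells that express Pdgfra, the gene of a growth factor receptor on fibroblasts and their osteogenic relatives, made up 54.5% ± 4.54 of all cells (SD, n = 2) in control digits and 19.4% ± 3.1 (SD, n = 2) in 4-MU digits. The libraries gave 57.7% and 51.3% in control digits and 21.6% and 17.3% in 4-MU digits, or 5137, 3453, 1881 and 574 cells. The clusters behind the class differed between the groups. In the control libraries it was spread over clusters 0 (19.7% and 9.59%), 2 (20.5% and 13.1%) and 3, led by Dmp1 and Bglap (14.5% and 22.3%), and clusters 4, 5 and 12, which each held between 11.3% and 18.2%. In the 4-MU libraries most cells of the class lay in cluster 0 (27.2% and 33.1%), in cluster 13 of proliferating cells (18.3% and 14.8%) and in cluster 16, led by Mmp3, Mmp13 and Il11 (18.7% and 12.9%). The level of Pdgfra itself (chromosome 5 of GRCm38, 75152292 to 75198215) over these cells was 306 ± 0.938 CPM (SD, n = 2) in control and 337 ± 49.0 (SD, n = 2) in 4-MU digits. Its log2 fold change was 0.14 (adjusted p = 0.726 from edgeR). For the shares, the test used a standard error common to every class (0.696 on the logit scale), not the spread of this class alone. The difference in share of -35.1 percentage points did not pass the test over all classes (adjusted p = 0.0984 and unadjusted p = 0.0328 from limma), with both 4-MU libraries below both control libraries. It passed with 1 cell filter for all libraries (adjusted p = 0.0259) and with an arcsine square root transform (0.00642), and the adjusted p over 12 alternatives ran from 0.00642 to 0.339. Of the clusters without a name, cluster 8 had a Pdgfra UMI in 35.6% of its cells. It held 7.73% of control and 0.455% of 4-MU cells. Cluster 18 had such a UMI in 67.5% and held 0.179% and 4.43%. With all clusters with Pdgfra as the class, chosen after seeing the data, control libraries had 5617 of 8896 and 4311 of 6728 cells in it. The 4-MU libraries had 2960 of 8694 and 981 of 3327. The share stayed lower in both 4-MU libraries, but its size after 4-MU depends on the rule for the class.

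**Figure D1:**
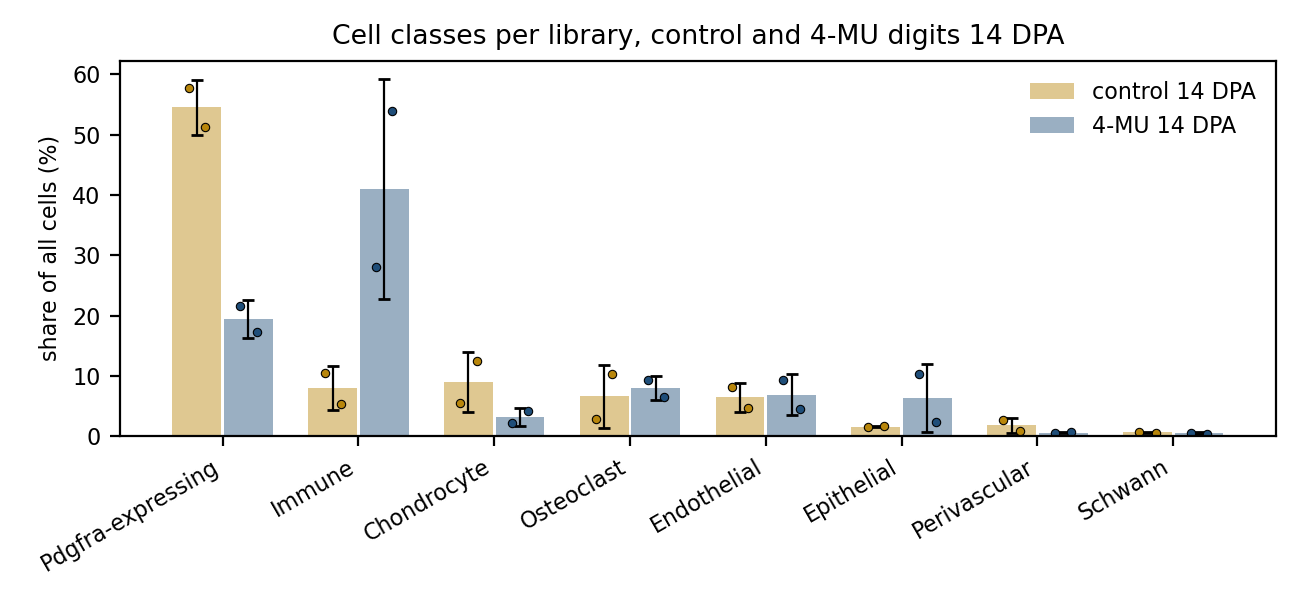
Share of all cells (%) in each cell class at 14 days post amputation, except erythroid cells, which like cells without a class name are not shown. Bars are the means of 2 libraries, error bars the SD and points the libraries, with control in ochre and 4-MU in blue. Pdgfrα-expressing cells lie at 57.7% and 51.3% in the control and at 21.6% and 17.3% in the 4-MU libraries.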

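Pdgfrα-expressing cells of control and 4-MU digits were clustered again, and each sub-cluster was named from markers of osteo-lineage cells, Fibroblast 1, 2 and 3 and cycling cells. OLs made up 21.6% ± 4.25 (SD, n = 2) of the Pdgfrα-expressing cells in control digits and 5.27% ± 0.0635 (SD, n = 2) in 4-MU digits, from 954 and 849 cells against 100 and 30 cells. Clustered without the OL marker genes, the share was 28.1% and 11.4% (adjusted p = 0.293 from limma). Fibroblast 3 cells were 6.51% ± 7.47 (SD, n = 2) in control and 0.0797% ± 0.113 (SD, n = 2) in 4-MU digits, with 1.23% and 11.8% in the control libraries (adjusted p = 0.0487 from limma). The name covers 1 sub-cluster here, so it need not be the same population as the paper's Fibroblast 3, its major sub-type of the blastema. Fibroblast 2 cells were 11.5% ± 0.413 and 1.88% ± 2.28 (SD, n = 2 each; adjusted p = 0.0633 from limma), with 0.266% and 3.48% in the 4-MU libraries (5 and 20 cells). With 1 library left out their adjusted p ran from 0.0464 to 0.398. Fibroblast 1 cells were 11.8% ± 6.76 and 6.92% ± 2.04 (SD, n = 2 each; adjusted p = 0.467 from limma). Cells of the 2 sub-clusters named from cycling markers were 4.24% ± 3.83 (SD, n = 2) and 31.3% ± 5.58 (SD, n = 2; adjusted p = 0.0487 from limma). This in itself lowers the other shares. The sub-cluster led by Cenpf, Top2a and Mki67 held 4.03% and 15.1% (adjusted p = 0.153 from limma). The other, led by Saa3, Mmp3 and Mmp13 with no cycling marker among its leading genes, held 0.212% and 16.2%. The call for the 2 pooled held in 3 of 13 alternatives, in each of which the second of them is part of it. It ended without control replicate 1 (adjusted p = 0.0665), 4-MU replicate 1 (0.164) and 4-MU replicate 2 (0.171). Counted cell by cell, 57.4% ± 4.40 of control and 46.1% ± 0.364 of 4-MU Pdgfrα-expressing cells (SD, n = 2 each) had UMIs of at least 3 of 10 OL markers. With each cell thinned to 2000 UMIs, which left out 393, 0, 622 and 0 cells, the shares were 43.0% ± 5.10 and 30.2% ± 6.31 (SD, n = 2 each). In endothelial cells, which should lack these genes, the thinned share was 4.39% and 1.89% in control and 0% and 0.676% in 4-MU libraries, at median depths of 3940, 7124, 2815 and 8550 UMIs against 7429, 7415, 3060 and 12118.5 in the Pdgfrα-expressing cells. Sub-clusters without a name held 50.9% and 37.9% of the control and 53.5% and 55.6% of the 4-MU cells. The difference in OLs of -16.3 percentage points did not pass the test (adjusted p = 0.0633 from limma), but did in 7 of 14 alternatives (adjusted p from 0.0124 to 0.293), among them without control replicate 1 (0.0322) and without control replicate 2 (0.0386). The call for Fibroblast 3 ended without control replicate 1 (adjusted p = 0.0665), control replicate 2 (0.131), 4-MU replicate 1 (0.164) and 4-MU replicate 2 (0.198), and with each cell classed on its own the difference was reversed (10.6 percentage points).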

Analyzing the *Pdgfrα*-expressing cells, we showed a diminished osteo-lineage (OL) proportion after 4-MU treatment (Fig. 3D and fig S5E). 

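In Pdgfrα-expressing cells as a whole, Ibsp and Alpl fell with 4-MU. Ibsp (ENSMUSG00000029306, chromosome 5 of GRCm38, 104299171 to 104311469) encodes bone sialoprotein, and its level was 18741 ± 7510 CPM (SD, n = 2) in control and 3465 ± 80.3 (SD, n = 2) in 4-MU digits. That is a log2 fold change of -2.44 (standard error 0.31, adjusted p = 0.00856 from edgeR). Alpl (ENSMUSG00000028766, chromosome 4, 137741733 to 137796384), the alkaline phosphatase of mineralizing cells, had 917 ± 57.0 CPM (SD, n = 2) in control and 370 ± 8.22 (SD, n = 2) in 4-MU digits, a log2 fold change of -1.31 (standard error 0.19). Its adjusted p was 0.0111 from edgeR, 0.0916 without 4-MU replicate 1 and 0.0593 without 4-MU replicate 2. Sox6 (ENSMUSG00000051910, chromosome 7, 115470872 to 116038796), a transcription factor of cartilage formation, had 314 ± 83.2 (SD, n = 2) and 44.7 ± 31.3 (SD, n = 2) CPM, a log2 fold change of -2.82 (standard error 0.62) that did not pass the test (adjusted p = 0.104 from edgeR). Acan (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099), the gene of aggrecan, had 537 ± 143 (SD, n = 2) and 178 ± 72.9 (SD, n = 2) CPM, a log2 fold change of -1.60 (standard error 0.34) that also did not pass (adjusted p = 0.0542 from edgeR). Both 4-MU libraries lay below both control libraries for each of these 4 genes. Leaving out 4-MU replicate 2 brought Sox6 (adjusted p = 0.000216) and Acan in Pdgfra-expressing cells (0.00853) past the threshold, and leaving out 4-MU replicate 1 brought Sox6 past it (0.0118). Over 12 alternatives the adjusted p of Sox6 ran from 0.000216 to 0.217 and that of Acan from 1.29e-10 to 0.167. With cells thinned to 2000 UMIs, Acan was detected in 32.1% and 45.5% of control and 17.3% and 22.8% of 4-MU cells, and Ibsp in 30.3% and 41.5% against 35.2% and 25.8%; endothelial cells had an Ibsp UMI in 6.14%, 0.943%, 0.389% and 0%. In all, 259 genes rose and 554 fell among 16269 tested, from 41231717 and 29661883 UMIs in control and 10613647 and 7583637 in 4-MU cells. The count was 281 without control replicate 2, 256 without 4-MU replicate 1 and 478 without 4-MU replicate 2.

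**Figure D2:**
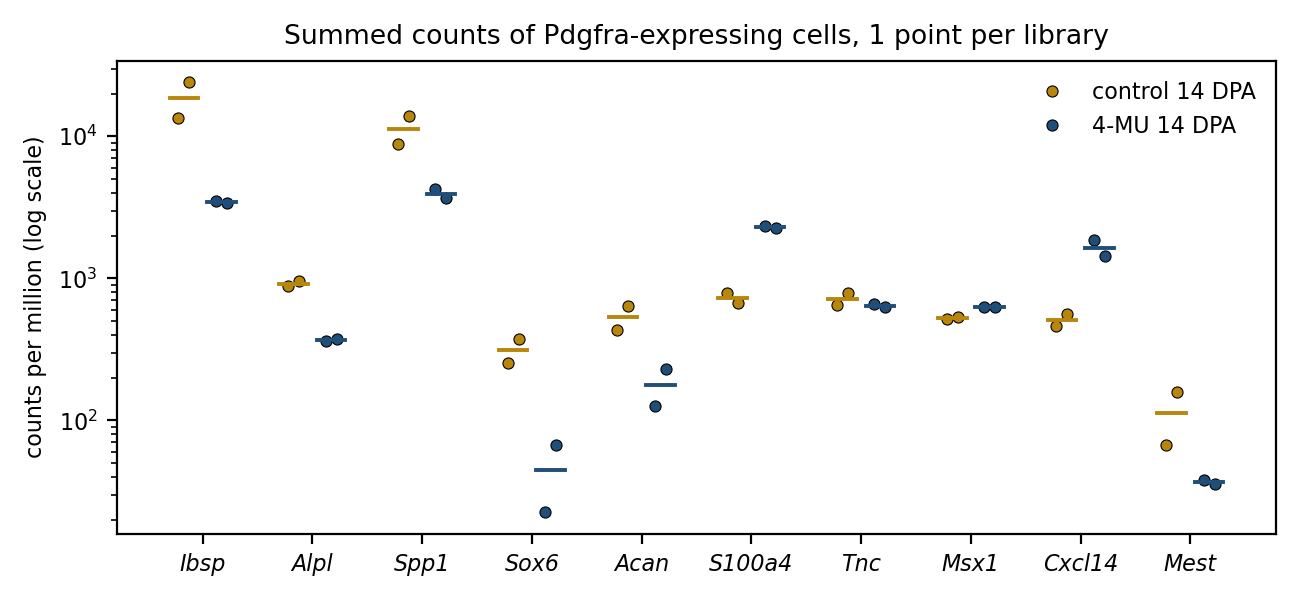
Levels (CPM, log scale) of 10 genes, summed over the Pdgfrα-expressing cells of each library; points are libraries (2 per group), lines the group means, with control in ochre and 4-MU in blue. Ibsp and Alpl lie lower and S100a4 and Cxcl14 higher in both 4-MU libraries, while Tnc and Msx1 lie close together.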

Comparing all *Pdgfrα*-expressing cells between conditions underscored the downregulation of the OL-related genes, *Ibsp* and *Alpl*, with HA depletion, as well as *Sox6* and its target gene *Acan* (Fig. 3E). These results highlighted a disturbance in osteogenic differentiation and the downregulation of cartilage-associated matrix elements. 

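Genes of osteoblast differentiation fell as a group in Pdgfrα-expressing cells. Of 22 measured, 13 fell, 2 rose and 7 did not pass the test (18 fell and 2 rose when adjusted over the list alone), with a median log2 fold change of -1.36 (adjusted p = 1.66e-11 from limma's camera, adjusted p = 0.662 with an estimated correlation). Smpd3, a sphingomyelinase needed for bone mineralization, had the lowest p of the list, with a log2 fold change of -2.84 (standard error 0.32, adjusted p = 0.00815 from edgeR, 0.0556 with equal cells and counts per library). Runx2, the upstream factor of the lineage, changed by -0.99 (adjusted p = 0.043 from edgeR; 0.053 and 0.104 without control replicates 1 and 2, 0.129 and 0.327 without 4-MU replicates 1 and 2), and Spp1, which encodes osteopontin, by -1.52 (adjusted p = 0.0216; 0.123 and 0.143 without 4-MU replicates 1 and 2). Sp7, a transcription factor of osteoblasts, changed by -1.62 (adjusted p = 0.0129 from edgeR, 0.0635 without 4-MU replicate 1), while Mmp13, a collagenase, rose by 3.27 and Mepe, a mineralization regulator of osteocytes chosen after its values were seen, by 2.43. Of 19 cartilage genes measured, 5 fell, 2 rose and 12 did not pass (9 fell and 2 rose when adjusted over the list alone). Their median was -0.95 (adjusted p = 0.0276 from camera, adjusted p = 0.662 with an estimated correlation). Col9a2, a chain of cartilage collagen, had a log2 fold change of -3.48, and Epyc, a small proteoglycan, one of 4.79; Col2a1 had -4.06, from 8.37 ± 1.71 CPM (SD, n = 2) in control and 0.457 ± 0.473 (SD, n = 2) in 4-MU cells. Col2a1 passed the test with all libraries (adjusted p = 0.0128 from edgeR) and not without control replicate 2 (0.0574). Of 11 fibrillar collagen genes 5 fell, none rose and 6 did not pass (9 fell and 1 rose when adjusted over the list alone; adjusted p = 3.97e-06 from camera, adjusted p = 0.662 with an estimated correlation), among them Col1a2 at -1.60 (adjusted p = 0.015 from edgeR, 0.184 without 4-MU replicate 1 and 0.109 without 4-MU replicate 2). Of 71 collagen and proteoglycan genes 14 fell and 3 rose (31 and 12 when adjusted over the list alone; adjusted p = 0.000829 from camera), and of 30 genes of collagen crosslinking and modelling 4 fell and 1 rose (10 and 1 when adjusted over the list alone; adjusted p = 0.00014 from camera). None of these lists passed with an estimated correlation (adjusted p = 0.662 with an estimated correlation for each) or by fry (adjusted p = 0.328). With 2 libraries per group the version with an estimated correlation has little power. Its outcome therefore does not show that correlated genes explain the lists. Outside the OL sub-clusters 152 genes rose and 294 fell among 15871. OL-like cells remained in that set, where Ibsp fell from 6045 ± 1959 to 1687 ± 474 CPM (SD, n = 2 each). The OL sub-clusters were also named from markers that are part of the osteoblast list. A fall of that list there thus cannot be assigned to cells outside the lineage. Its median there was -0.91 (6 of 19 fell and 1 rose, or 13 and 2 when adjusted over the list alone). The adjusted p was 6.67e-07 from camera and 0.688 with an estimated correlation. The cartilage list did not pass there (adjusted p = 0.134 from camera). There the count of 446 genes was 50 without 4-MU replicate 1, 90 without 4-MU replicate 2, 742 without control replicate 2 and 1453 without control replicate 1, and the cartilage list over all Pdgfrα-expressing cells had an adjusted p of 0.0785 without control replicate 2. UMIs of neutrophil genes were also higher in these cells (median log2 fold change 5.19 over 8 measured genes), and immune cells were a larger share of the 4-MU libraries.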

Notably, 4-MU-treated *Pdgfra*-expressing cells upregulated their expression of *S100a4* and *Tnc* (Fig. 3E), both of which are associated with increasing ECM stiffness (12, 34). These genes can also be expressed by tenocytes; however, the absence of a tenocyte-associated gene signature with 4-MU suggested that this transcriptional shift does not reflect tenogenic differentiation (fig S5F). Indeed, the few *Pdgfra*-expressing cells that remained also upregulated blastema-associated genes, but their limited abundance indicates a failure of expansion rather than loss of blastema transcriptional identity (fig. S5G).

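S100a4 rose and Tnc did not change past the test in Pdgfrα-expressing cells of 4-MU digits. S100a4 (ENSMUSG00000001020, chromosome 3 of GRCm38, 90603771 to 90606045), which encodes a calcium-binding protein found in motile fibroblasts and leukocytes, had 732 ± 82.6 CPM (SD, n = 2) in control and 2310 ± 53.2 (SD, n = 2) in 4-MU cells. Its log2 fold change was 1.66 (standard error 0.21, adjusted p = 0.00736 from edgeR), and 1.53 outside the OL sub-clusters (adjusted p = 0.0147 from edgeR). Tnc (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015), the gene of the matrix glycoprotein tenascin-C, had 717 ± 103 (SD, n = 2) and 642 ± 22.0 (SD, n = 2) CPM, a log2 fold change of -0.16 (standard error 0.20, adjusted p = 0.698 from edgeR). With cells thinned to 2000 UMIs, S100a4 was detected in 48.0% and 38.6% of control and 82.2% and 83.6% of 4-MU cells, against 31.6%, 49.4%, 36.6% and 41.9% of endothelial cells in the same order. Tnc was detected in 45.8% and 51.1% of control and 51.5% and 49.8% of 4-MU cells at that depth. Of 15 contractile and myofibroblast genes, S100a4 alone passed the test, when adjusted over the list alone as well, and the list as a whole did not (adjusted p = 0.657 from camera). No gene among 13 measured targets of YAP and TAZ, the mechanosensitive co-activators, was called by edgeR over all genes or when adjusted over the list alone (adjusted p of the list = 0.277 from camera). Over 12 alternatives the log2 fold change of S100a4 ran from 1.55 to 1.86 and that of Tnc from -0.31 to 0.06, where the positive value came from classing each cell on its own; outside the OL sub-clusters the call for S100a4 ended without 4-MU replicate 1 (0.0878) or 2 (0.0764).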

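None of the 10 tenocyte genes of Table S2, which include the tendon transcription factors Scx and Mkx, rose or fell over all genes tested in Pdgfrα-expressing cells. Adjusted over the list alone, Col1a1 and Egr1 fell and none rose. Col1a1, a fibrillar collagen chain, had a log2 fold change of -1.28 (adjusted p = 0.0589 from edgeR) and Egr1, an early response factor, one of -1.01 (adjusted p = 0.0738 from edgeR). Col3a1 had -0.62 (adjusted p = 0.152 from edgeR), Mkx 0.48 (adjusted p = 0.176) and Thbs4, a thrombospondin of tendon, 0.37 (adjusted p = 0.653). The median over the list was -0.37 and camera gave an adjusted p of 0.0943 (adjusted p = 0.662 with an estimated correlation). By the DESeq2 Wald test Col1a1 (adjusted p = 0.000265), Egr1 (0.00356) and Col3a1 (0.00685) were lower. The list passed as lower without 4-MU replicate 1 (adjusted p = 0.0121), and its adjusted p over 14 alternatives ran from 0.00721 to 0.662.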

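Of 7 genes that the paper names as blastema markers, Cxcl14 rose in the Pdgfrα-expressing cells of 4-MU digits, none fell and 6 did not pass the test. Cxcl14 (ENSMUSG00000021508, chromosome 13 of GRCm38, 56288643 to 56296551), the gene of a chemokine, had 511 ± 66.6 CPM (SD, n = 2) in control and 1648 ± 288 (SD, n = 2) in 4-MU cells, a log2 fold change of 1.69 (standard error 0.22). Its adjusted p was 0.00907 from edgeR. The homeobox gene Msx1 had a log2 fold change of 0.27 (adjusted p = 0.455 from edgeR), from 523 ± 14.9 (SD, n = 2) to 629.7 ± 0.491 (SD, n = 2) CPM. Bmp6, a BMP ligand, had 0.79 (adjusted p = 0.396 from edgeR) from 67, 28, 34 and 14 UMIs, and Arsi, the gene of arylsulfatase I, 0.19 (adjusted p = 0.795). The imprinted gene Mest had -1.60 (adjusted p = 0.131 from edgeR), Lgr6, a receptor for R-spondins, -1.05 (adjusted p = 0.144) and the growth factor gene Mdk -0.29 (adjusted p = 0.432). Adjusted over the list alone, Cxcl14 rose and 2 genes, Mest and Lgr6, fell. The list's median was 0.19, its mean -0.0021 and its adjusted p 0.836 from camera (0.897 with an estimated correlation). None of 40 cell cycle genes passed by edgeR, over all genes or when adjusted over the list alone, with Mki67 at 0.75, Birc5 at 1.01 and Stmn1 at 0.62; as a list they were higher (median 0.87, adjusted p = 3.74e-09 from camera, adjusted p = 0.662 with an estimated correlation). The sub-clusters named from cycling markers held 1.54% and 6.95% of the Pdgfrα-expressing cells in the control and 35.2% and 27.4% in the 4-MU libraries (adjusted p = 0.0487 from limma). This call ended without control replicate 1 (0.0665) and without 4-MU replicates 1 (0.164) and 2 (0.171). The sub-cluster led by proliferation genes held 4.03% and 15.1% (adjusted p = 0.153 from limma). Without control replicate 1 the median of the cell cycle list was 0.27 (adjusted p = 0.0567 from camera) and that of the blastema markers -0.24, Mest was lower (adjusted p = 0.0123 from edgeR), and without control replicate 2 Mki67 was higher (adjusted p = 0.032 from edgeR). From the small number of Pdgfrα-expressing cells and their blastema-associated genes (fig. S5D and G), the paper reasons that HA depletion kept these cells from expanding while they retained a blastema program. By staining it also found fewer Ki67+ and RUNX2+Ki67+ cells (Fig. 2F) and less ARSI (Fig. 2E) in 4-MU digits. Those are proteins over the tissue, whereas the values here are RNA within 1 cell class, so the 2 are unlike measures.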

Given that HA depletion resulted in skeletal defects and disruption of osteogenic differentiation following distal P3 amputations, we explored the relationship between HA, tissue mechanics, and the bone morphogenic protein (BMP) pathway. 

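Among Pdgfrα-expressing cells of 4-MU and control digits, 6 of the 14 canonical Wnt genes of Table S2 were measured, and 1 of them fell, none rose and 5 did not pass the test. Myc, a cell growth regulator on chromosome 15 of GRCm38 (61985391 to 61990374), had a log2 fold change of -1.04 (adjusted p = 0.0296 from edgeR) and was also the only call when adjusted over the list alone. Axin2, a feedback inhibitor that Wnt signaling induces, had 0.52 (adjusted p = 0.337 from edgeR), Lgr5 0.43 (adjusted p = 0.204) and Ccn4 -0.71 (adjusted p = 0.217). Of the 4 non-canonical ligand genes, Wnt16 (chromosome 6, 22288227 to 22298522) fell by 1.20 on the log2 scale (adjusted p = 0.0237 from edgeR) and the others did not pass the test: Wnt5b had -0.54, Wnt5a 0.28 and Wnt11 0.29. Adjusted over the list alone, 2 of the 4 fell. As lists, the canonical genes (median -0.28, adjusted p = 0.566 from camera, 0.897 with an estimated correlation) and the non-canonical genes (median -0.13, adjusted p = 0.444 from camera, 0.813 with an estimated correlation) did not pass. The calls for Myc and Wnt16 ended without control replicate 2 (adjusted p = 0.0867 and 0.0617), without 4-MU replicate 1 (0.128 and 0.105) and without 4-MU replicate 2 (0.156 and 0.0863), and the median of the canonical list was 0.11 without control replicate 2.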

Unlike previous reports linking HA with Wnt signaling (18), we did not observe changes in Wnt activation in the blastema after HA depletion (fig. S5H). Consequently, we assayed the primary effector of BMP signaling, pSMAD1/5/8, within the tissue after HA depletion with 4-MU. pSMAD1/5/8 levels were elevated and increased as regeneration progressed in control digits (Fig. 3F). In contrast, 4-MU persistently suppressed pSMAD1/5/8 levels (Fig. 3F). Thus, OLs not only help establish the ECM environment in regeneration but are also acutely sensitive to HA and changes in tissue mechanics.

## Substrate stiffness mediates cell-ECM feedback

To dissect the interplay of mechanical cues and soluble signaling, we created stiff and soft StemBond hydrogels (35) to model the mechanical microenvironment of the non-regenerative wound and blastema, respectively (Fig. 4A). Simultaneously, we administered blastema-associated growth factors to examine their combined effects on cellular responses (Fig. 4A). Back skin fibroblasts on soft substrates exhibited enhanced nuclear pSMAD1/5/8 signal after BMP-7 treatment (Fig 4A and fig. S6A). Immunoblotting further corroborated these stiffness-dependent patterns in pSMAD1/5/8 levels (fig. S6B). We also profiled changes in the gene expression of *Inhibitors of DNA Binding/Differentiation* (*Id*), to assess early downstream effectors of pSMADs. *Id1* expression responded to substrate stiffness, with fibroblasts on soft substrates upregulating the highest levels of *Id1* (Fig. 4B and fig. S6C). We found similar trends among freshly isolated cells from the second and third phalanx, which upregulated their expression of *Id1* most when stimulated under soft conditions (Fig. 4C). Given no baseline differences in the ECM in our hydrogel experiments (fig. S6D and E), our data indicated that substrate stiffness tunes responsiveness to BMP ligands.

Next, we used platelet-derived growth factor-BB (PDGF-BB)—a blastema injury signal (36) with potent HA-synthesizing activity (37)—to test how substrate stiffness influences HA (Fig. 4D). In addition to *Hapln1* and *Acan*, we considered the three isoforms of hyaluronan synthases. Substrate stiffness had little effect on expression levels on *Has1*-*3*, and, under these experimental conditions, *Acan* was not responsive to either PDGF-BB or substrate stiffness (fig. S6F-H). In contrast, fibroblasts cultured on soft hydrogels with PDGF-BB treatment significantly upregulated *Hapln1* (Fig. 4D). Reasoning that HAPLN1 confers structural integrity to the HA matrix, we asked whether fibroblasts assemble pericellular HA matrix more robustly under soft conditions. Following PDGF-BB treatment, fibroblasts produced more aggregates of HA and HAPLN1 at the cell-surface on soft in comparison to stiff substrates (Fig. 4D and E, and fig. S6I). Because soft mechanical cues enhance pro-regenerative ECM synthesis, we investigated whether a stiff environment augments non-regenerative ECM and used Transforming growth factor-beta 1 (TGF-β1) and ascorbic acid to induce collagen synthesis (38) (Fig. 4F). After treatment, fibroblasts on stiff substrates produced fibrillar collagen matrix that largely co-localized with thrombospondin-4 (THBS4) (Fig. 4F and fig. S6J), both of which typified non-regenerative healing (Fig. 1A, B, and G). Conversely, in soft conditions that mimic the blastema, collagen I-THBS4 network formation remained undetectable, irrespective of ascorbic acid and TGF-β1 addition (Fig. 4F and fig. S6J). Thus, the softness imbued by HA may initiate positive feedback mechanisms to enhance the production of HA matrix, in contrast to stiff substrate-induced collagen fibrillogenesis (Fig. 4G).

## HAPLN1 facilitates repair of non-regenerative amputations

Next, we investigated whether HAPLN1 promotes pericellular HA and impacts the collagen matrix. Not only was HAPLN1 abundant alongside HA in the blastema (Fig. 1H and K), but blastema-like substrate softness also propagated the synthesis of both (Fig. 4D and E, and fig S6I). Analysis of uninjured digits showed that the third phalanx (P3) region contained wide swaths of HA- and HAPLN1-rich regions, which appeared only in specific areas of the second phalanx (P2), such as the periosteum (fig. S7A). We corroborated regional differences in HAPLN1 by qPCR analysis of P2 and P3 cells (fig. S7B). These findings showcased strong associations between HAPLN1 and HA in injury and homeostasis, leading us to hypothesize that HAPLN1 is a key factor mediating the presence of HA. To test this hypothesis, we overexpressed *Hapln1* (Hapln1^OE^) or a scrambled sequence as control (mCherry Control) in back skin fibroblasts (fig. S7C-E). We cultured transduced cells on stiff hydrogels to simulate the fibrotic mechanical environment, with or without the presence of high-molecular-weight HA to encourage pericellular HA accumulation (Fig. 5A and fig. S7F and G). Despite HA supplementation, mCherry Control fibroblasts exhibited sparse and limited distribution of HA across their cell surface (Fig. 5A and fig. S7F and G). Meanwhile, Hapln1^OE^ fibroblasts synthesized large quantities of HAPLN1 that corresponded with a significant increase in pericellular HA (Fig. 5A and fig. S7F and G). Next, we tested whether stabilizing HA matrix using HAPLN1 could inhibit stiffness-induced collagen fibrillogenesis. To mimic the fibrogenic milieu, we cultured transduced fibroblasts on stiff hydrogels and used ascorbic acid to induce collagen fibrillogenesis (Fig. 5B). Hapln1^OE^ fibroblasts accumulated robust pericellular HA that coincided with fewer and shorter collagen fibrils compared to mCherry Control fibroblasts (Fig. 5B and fig. S7H). Thus, HAPLN1 increased the deposition of HA and restrained collagen fibrillogenesis, signifying HAPLN1’s potential to promote a regenerative ECM in a non-regenerative context.

Because regeneration requires HA and HAPLN1 stabilizes the HA matrix, we hypothesized that overexpressing *Hapln1* in non-regenerating wounds would initiate restorative repair. To test this hypothesis, we performed non-regenerative amputations on adult immunocompromised mice and transplanted mCherry Control or Hapln1^OE^ fibroblasts into the digit tip (Fig. 5C and fig. S8A). Notably, we observed one incidence of nail regrowth at 28DPA with Hapln1^OE^ fibroblast transplantation (fig. S8A), which does not occur under non-regenerative conditions. Using microcomputed tomography, we showed enhanced bone repair in digits injected with Hapln1^OE^ fibroblasts, including greater bone elongation and growth (Fig. 5D and fig. S8B). Regenerating bone tissue in Hapln1^OE^ digits extended beyond the initial amputation plane, in contrast to minimal new tissue formation in controls (Fig. 5D and fig. S8B). To confirm that these regenerative effects were independent of cell transplantation, we injected *Hapln1*-overexpressing lentivirus into the digit, which similarly resulted in bone elongation and increased callus size (fig. S9A). Hapln1^OE^ fibroblasts decreased the presence of fibrosis-like collagen structures (Fig. 5E and fig. S8C-E) and promoted HA and HAPLN1 accumulation (fig. S8F and G). Because HA and collagen influence tissue mechanics, we hypothesized that HAPLN1-driven ECM remodeling promotes regeneration by altering the mechanical properties of the microenvironment. Using atomic force microscopy, we found a decrease in stiffness and increase in fluidity at the amputation site of Hapln1^OE^ digits compared to controls (Fig. 5F and fig. S8H).

Finally, we explored how ECM modulation by HAPLN1 affects cellular activity. Because *Sox9* was elevated in the blastema (fig. S2F), we assayed SOX9 distribution as a marker for early chondro-osteogenic commitment. Digits with mCherry Control fibroblasts exhibited low SOX9^+^ cell numbers, whereas clusters of SOX9^+^ cells localized distally from the plane of amputation in digits with Hapln1^OE^ fibroblasts (fig. S8I). We also assayed for more differentiated RUNX2^+^ osteo-lineage (OL) cells. In digits transplanted with mCherry Control fibroblasts, we observed RUNX2^+^ osteo-lineage cells (OLs) only immediately adjacent to the pre-existing cortical bone at 14- and 28DPA (Fig. 5G and fig. S8J and K). However, Hapln1^OE^ fibroblasts increased the presence and distal localization of RUNX2^+^ OLs at 28DPA, consistent with bone regrowth (Fig. 5G and fig. S8K). Furthermore, given that soft substrates enhanced responsiveness to BMP signaling in vitro, we assayed pSMAD/1/5/8 levels and found elevated signal with Hapln1^OE^ compared to controls (Fig. 5G and fig. S8L). Thus, HAPLN1 triggers restorative repair after non-regenerative amputations, likely by mediating the HA-collagen matrices and softening the tissue microenvironment.

To explore whether the HA-collagen dichotomy emerges in other regenerative settings, we examined transcriptomic datasets spanning three models of regeneration: ear pinna injury, myocardial infarction, and fracture healing (fig. S10A-D). Although the specific HA-associated enzymes, crosslinkers, and receptors varied between models, the regenerative transcriptional programs converged on upregulation of HA-related genes and downregulation of fibrillar collagen and crosslinking genes that typify fibrogenesis. Thus, different organs may synthesize and remodel the ECM through tissue-specific mechanisms, and an HA/collagen dichotomy is a shared feature of regenerative versus fibrotic healing.

## Discussion

Our understanding of fibrotic wound healing has grown rapidly in recent years (2). However, factors that orchestrate complex tissue regeneration in vertebrates remain elusive. Part of the challenge lies in the few instances of accessible, robust tissue regeneration models, particularly in adult mammals. By investigating wound healing after adult mouse digit amputations, we examined the relationship between the tissue’s physical environment and regenerative versus fibrotic outcomes. We identified the ECM and resultant tissue mechanics as key properties distinguishing non-regenerative from regenerative responses. Importantly, we found large amounts of hyaluronic acid (HA) in the blastema, which was necessary for regeneration; its absence triggered a switch towards fibrotic ECM and tissue mechanics in the amputated digit. Substrate mechanics, in turn, impacted cellular responses to injury signals, which we propose reinforce wound healing trajectories through feedback loops. Our experiments also demonstrated partial digit restoration after non-regenerative amputations by targeting the ECM, supporting these conclusions.

Fibroblasts are the principal architects of the extracellular matrix and wound healing (20). For example, a distinct fibroblast arises in infarcted hearts, and blocking their activation by immune cells reduces scar formation (39). Similarly, mechanical activation of *Engrailed-1* in specific fibroblasts drives scar formation in skin wounds, and inhibiting this activation promotes regeneration (28, 40). Our study builds on this body of work by examining both the cells and physical niche that distinguish non-regenerative wounds from the regenerative blastema. In the former condition, two distinct *Pdgfrα*-expressing fibroblasts predominated, promoting a stiff collagen matrix through the production of collagen-modeling factors. In contrast, osteo-lineage cells (OLs) contributed to the blastema’s soft, more fluid extracellular milieu by synthesizing HA and HA-associated components, such as ACAN and HAPLN1. These findings highlight the divergence of both cell and extracellular factors during regenerative and non-regenerative processes, as well as the strong interdependence between the two. Moreover, these observations underscore the importance of considering the role of the physical environment, as well as fibroblast diversity, in determining wound healing outcomes.

By targeting hyaluronic acid (HA) through perturbation and rescue experiments, our study provides evidence that HA is essential for regeneration. We posit that HA facilitates wound repair by modulating collagen fibrillogenesis and tissue mechanics. While this phenomenon has been documented in mammalian fetal wounds (14–16, 41) and in other species (25), our findings in adult mice show that HA-collagen interdependency is conserved in injuries across developmental stages and may extend to other organ systems. However, the exact mechanism by which HA mediates collagen assembly remains to be elucidated. One possibility is that bulky pericellular HA matrices regulate integrin accessibility to collagen (42). Although not directly examined in our study, integrin-mediated binding to collagen is a major way by which cells sense and transmit mechanical forces (43) and regulate the presentation of soluble ligands (44); together, these mechanisms govern collagen remodeling. Simultaneously, HA matrices may physically interfere with the self-assembly and organization of collagen polymers (45), possibly through steric hindrance or by limiting diffusion of pro-collagen.

Finally, we showed that the ECM and substrate mechanics regulate both fibrosis and regeneration. Prior studies have also related extrinsic physical forces to cellular rejuvenation and regeneration. For example, brain stiffening with age impairs oligodendrocyte precursor cell function (46). Inhibiting the mechanosensitive ion channel Piezo1 mitigated age-related changes in these cells, enhancing their regenerative capacity after demyelinating injuries (46). Similarly, here soft substrates enhanced regeneration-associated machinery. To modify the non-regenerative wound’s extracellular environment to resemble the blastema’s, we used HAPLN1 to promote HA deposition, reduce scarring, and enhance skeletal repair. Given that link proteins stabilize aggregates of HA and proteoglycans (30, 47), we propose that HAPLN1 protects HA against fragmentation, which is commonly associated with inflammation and fibrosis (48, 49). Thus, higher-order structural organization of HA matrix is an important player in tissue mechanics and biological function. Previous studies have emphasized biochemical cues or nutritional supplements (50–52) in tissue regeneration. Our data show that modulating the physical microenvironment, through HA stability and tissue mechanics, can also improve regenerative outcomes. Thus, combining physical and biochemical interventions may be an effective approach to promote tissue regeneration in mammals.

The materials and methods are available in the supplementary materials

## Supplementary Material

Figues 1-10

## Figures and Tables

**Fig. 1:**
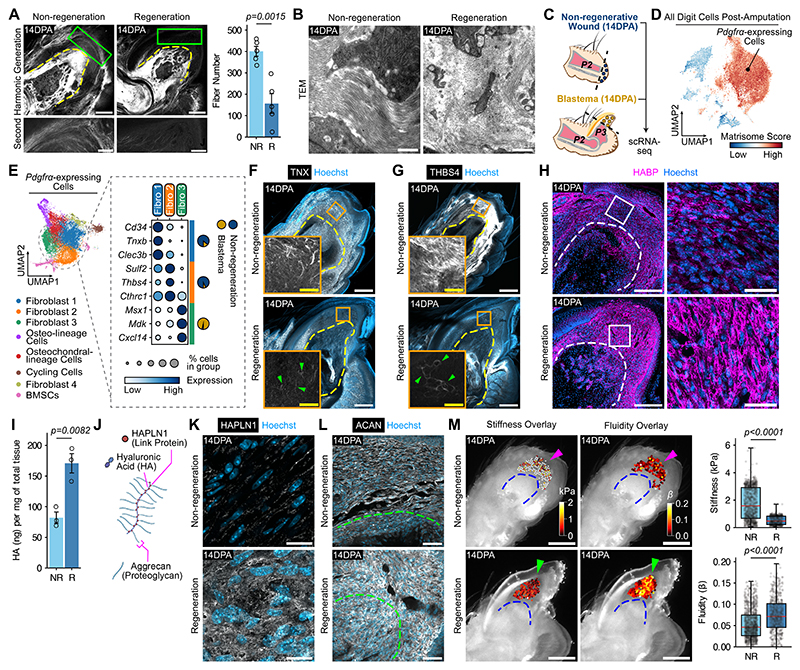
The niche discriminates regeneration from fibrosis after digit tip amputation. (**A**) Left, second harmonic generation microscopy showing collagen fibers (white) in non-regenerative and regenerative digits 14 days post-amputation (DPA). Dashed line, border of the phalanx bone. Right, quantification of collage fiber number in the non-regenerative wound (NR) versus regenerative blastema (R). n = 5 mice per condition. Scale bars, 250 μm and 100 μm in magnified views. (**B**) Transmission electron microscopy (TEM) of NR and R wounds. Scale bars, 1 μm. (**C**) Single-cell RNA sequencing (scRNA-seq) strategy for characterizing non-regenerative wound and blastema cells 14DPA. (**D**) UMAP of all digit cells after amputation scored by their expression of core matrisome genes. (**E**) Left, sub-type analysis of *Pdgfrα*-expressing cells. Right, dot plot of top differentially expressed genes, and pie charts showing their relative proportion in non-regenerative and blastema conditions. (**F-H**) Immunofluorescence showing TNX (white) in F, THBS4 (white) in G and HABP (magenta) in H 14DPA. Green arrowheads, TNX and THSB4 in the blastema. Scale bars, 250 μm and 50 μm in magnified views in F and G; 200 μm and 35 μm in magnified views in H. (**I**) Quantification of total HA per mg of NR versus R tissue. n = 3 replicates per condition (4 mice pooled per replicate). (**J**) Diagram of HA-HAPLN1-ACAN complex. (**K** and **L**) Immunofluorescence showing HAPLN1 (white) in K and ACAN (white) in L 14DPA. Scale bars, 10 μm (K); 50 μm (L). (**M**) Left, atomic force microscopy stiffness and fluidity maps of injured digits. Magenta arrowhead, the non-regenerative wound; green, the blastema. Scale bars, 500 μm. Right, quantification of the stiffness and fluidity in NR versus R. n = 4 mice per condition. Data are mean ± SEM or median and quartiles (AFM data). Data are representative of at least three independent experiments. Statistical significance was determined by two-tailed unpaired student’s *t*-test (A and I) or Mann-Whitney test (M). Additional details on statistics and reproducibility are in the Materials and Methods. See figs. S1-3 for additional supporting experiments. Schematic in J was created using BioRender (https://biorender.com).

**Fig. 2:**
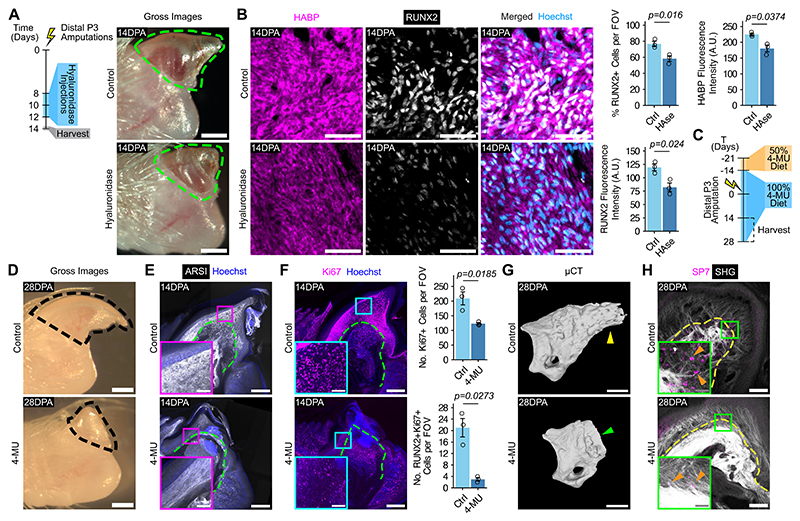
Hyaluronic acid is necessary for successful digit regeneration. **(A)** Left, strategy for degrading hyaluronic acid using hyaluronidase after distal tip (P3) amputations. Right, gross images of control or hyaluronidase-treated digits 14 days post-amputation (DPA), with the nail outlined in green. Scale bars, 100 μm. **(B)** Left, immunofluorescence showing HABP (magenta) and RUNX2 (white) at 14DPA in control and hyaluronidase-treated digits. Scale bar, 50 μm. Right, quantification of percentage RUNX2^+^ cells, HABP signal intensity, and RUNX2 signal intensity after hyaluronidase treatment (HAse) compared to controls. n = 3 mice per condition. **(C)** Strategy for continuously depleting hyaluronic acid using 4-methylumbelliferone (4-MU) after distal P3 amputations. **(D)** Gross images of a control and 4-MU digit 28DPA, with the nail outlined in black. Scale bars, 100 μm. **(E and F)** Immunofluorescence showing ARSI (white) in E and Ki67 (magenta) in F 14DPA. The dashed line, the border of the phalanx bone. Scale bars, 250 μm and 50 μm for magnified views. Right, quantification of the number of Ki67^+^ and RUNX2^+^Ki67^+^ cells with 4-MU treatment versus control. n = 3 mice per condition. **(G)** Microcomputed tomography (μCT) analysis of skeletal morphologies of control and 4-MU digits 28DPA. Yellow arrowhead, bone elongation; green arrowhead, bone stump. Scale bars, 500 μm. **(H)** Immunofluorescence showing SP7 (magenta) and second harmonic generation microscopy showing collagen fibers (white) in control and 4-MU digits 28DPA. Orange arrowheads, SP7^+^ nuclei. Data are mean ± SEM and are representative of at least three independent experiments. Statistical significance was determined by two-tailed unpaired student’s *t*-test (B and F). Additional details on statistics and reproducibility are in the Materials and Methods. See fig. S4 for additional supporting experiments. A.U. = arbitrary units; FOV = field of view.

**Fig. 3:**
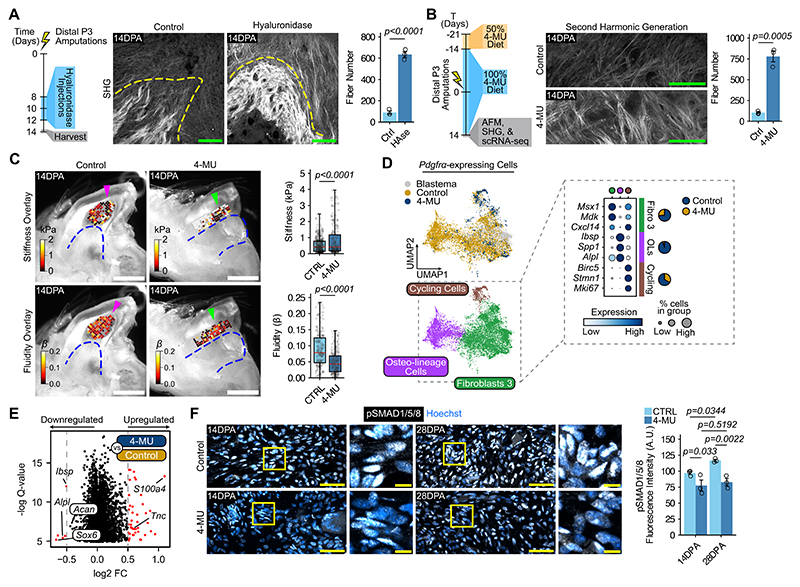
The collagen-hyaluronic acid balance determines the switch between fibrosis and regeneration. (**A** and **B**) Left, strategy to deplete hyaluronic acid using hyaluronidase (A) or 4-methylumbelliferone (4-MU) in B after distal tip (P3) amputations. Middle, second harmonic generation microscopy (SHG) of collagen fibers (white) 14 days post-amputation (DPA) with quantification on the right. Dashed line, border of the phalanx bone. AFM, atomic force microscopy; scRNA-seq, single-cell RNA sequencing. Scale bars, 100 μm. n = 3 mice per condition. (**C**) Left, atomic force microscopy stiffness and fluidity maps of 4-MU digits 14DPA with quantification on the right. Scale bars, 500 μm. n = 4 mice per condition. (**D**) Top, UMAP of *Pdgfrα*-expressing cells from the 4-MU and control datasets. Prior 14DPA blastema datasets were also integrated only to strengthen dimensionality reduction plotting; all downstream analyses were performed comparing 4-MU versus control samples only. Bottom, distinct sub-types detected among *Pdgfrα*-expressing cells. Right, top differentially expressed genes for each *Pdgfrα*-expressing sub-type, along with pie charts representing their relative proportion among all cells. Fibro 3, Fibroblast 3 cells; OLs, osteo-lineage cells. (**E**) Volcano plot of differentially expressed genes in *Pdgfrα*-expressing cells with 4-MU treatment compared to controls. (**F**) Left, immunofluorescence showing pSMAD1/5/8 in 4-MU digits compared to controls 14DPA and 28DPA with quantification on the right. Scale bars, 100 μm and 10 μm in magnified views. Ctrl, control. n = 3 mice per condition. Data are mean ± SEM or median and quartiles (AFM data). Data are representative of at least three independent experiments. Statistical significance was determined by two-tailed unpaired student’s *t*-test (A and B), Mann-Whitney test (C), the two-part generalized linear model MAST with a joint test summing likelihood ratio or Wald test statistics (E) or two-way ANOVA with Tukey’s multiple comparisons test (F). Additional details on statistics and reproducibility are in the Materials and Methods. See fig. S5 for additional supporting experiments.

**Fig. 4:**
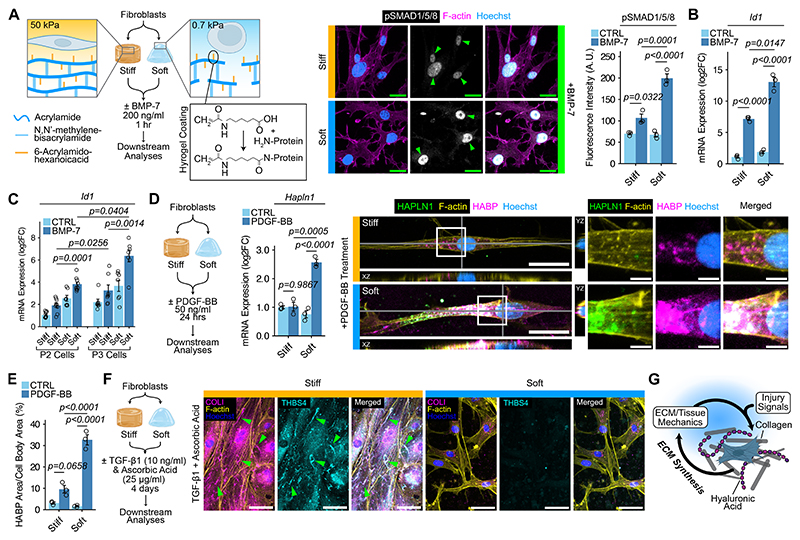
Substrate stiffness regulates feedback between ECM synthesis and response to injury signals. (**A**) Left, strategy to test the effects of substrate stiffness on BMP signaling using StemBond hydrogels. Back skin dermal fibroblasts were used in all hydrogel experiments unless indicated otherwise. Stiff, 50 kPa; soft, 0.7 kPa. Middle, immunofluorescence showing pSMAD1/5/8 (white) and F-actin (magenta) in fibroblasts cultured on stiff and soft hydrogels. Arrowheads, nuclear pSMAD1/5/8. Scale bars, 20 μm. Right, quantification of pSMAD1/5/8 fluorescence intensity. Ctrl, control. n = 3 independent experiments. (**B**) qPCR analysis of *Id1* gene expression. n = 3 independent experiments. (**C**) qPCR analysis of *Id1* gene expression in second phalanx (P2) or third phalanx (P3) cells. n = 9 independent experiments, P2 cells; n = 7 independent experiments, P3 cells. (**D**) Left, strategy to test the effects of substrate stiffness on PDGF-BB signaling. Middle, qPCR analysis of *Hapln1* gene expression. n = 3 independent experiments. Right, immunofluorescence showing HAPLN1 (green), F-actin (yellow) and HABP (magenta) in cultured fibroblasts. Scale bars, 25 μm and 10 μm in magnified views. (**E**) Quantification of HABP area. n = 3 independent experiments. (**F**) Left, strategy to test the effects of substrate stiffness on collagen fibrillogenesis using TGF-β1 and ascorbic acid. Right, immunofluorescence of COLI (magenta), F-actin (yellow) and THBS4 (magenta). Arrowheads, regions of COLI and THBS4. Scale bars, 50 μm. (**G**) Working model of the feedback between ECM, tissue mechanics, and *Pdgfrα*-expressing cells. Data are mean ± SEM and are representative of at least three independent experiments. For all gene expression data, plots are shown as log2FC, with statistical analyses performed on -ΔΔCT values. Statistical significance was determined by two-way (A, B, D, and E) or three-way (C) ANOVA with Tukey’s multiple comparisons test. Additional details on statistics and reproducibility are in the Materials and Methods. See fig. S6 for additional supporting experiments. Schematics in A, D, F, and G were created using BioRender (https://biorender.com).

**Fig. 5:**
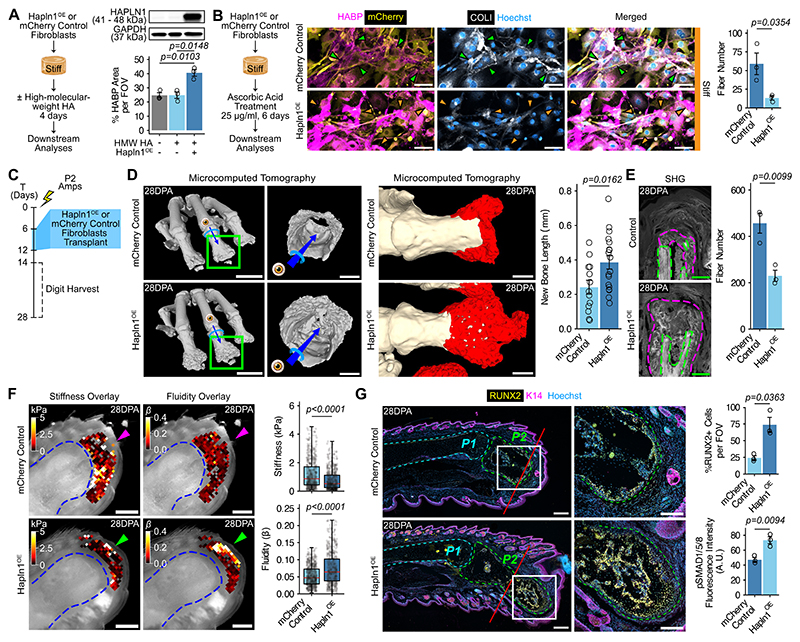
Hyaluronic acid accumulation facilitates digit repair after non-regenerative amputations. (**A**) Left, strategy to test *Hapln1* overexpression (Hapln1^OE^) in a stiff environment. Right, HAPLN1 immunoblot of mCherry Control and Hapln1^OE^ back skin dermal fibroblasts, with quantification of HABP coverage per field of view (FOV). n = 3 independent experiments. (**B**) Left, strategy to assess Hapln1^OE^ effects on collagen fibrillogenesis. Middle, immunofluorescence of HABP (magenta) and COLI (white) with collagen fiber quantification (right). Arrowheads, COLI and HABP staining. Scale bars, 50 μm. n = 3 independent experiments. (**C**) Top, strategy to induce restorative repair of non-regenerative digits. (**D**) Left, microcomputed tomography of digits 28DPA with blinded segmentation (red, middle) and quantification (right). Scale bars, 1 mm, 200 μm or 250 μm, respectively. n = 18 digits per condition. (**E**) Left, second harmonic generation microscopy (SHG) imaging of collagen fibers (white) in digits 28DPA with quantification (right). Dashed lines, pre-existing cortical bone (green) or new bone formation (magenta). Scale bars, 200 μm. n = 3 mice per condition. (**F**) Left, atomic force microscopy stiffness and fluidity maps of Hapln1^OE^ versus mCherry Control digits 14DPA with quantification (right). Dashed lines, P2 bone. Scale bars, 500 μm. n = 4 mice per condition. (**G**) Left, immunofluorescence of digits 28DPA stained for RUNX2 (yellow) and K14 (magenta). Dashed lines, P1 (cyan) and P2 (green). Red line, plane of amputation. Scale bars, 250 μm and 150 μm in magnified views. Right, quantification of RUNX2^+^ cells and pSMAD/1/5/8 fluorescence intensity. n = 3 mice per condition. Data are mean ± SEM or median and quartiles (AFM data) and representative of at least three independent experiments. Statistical significance was determined by one-way ANOVA with Tukey’s multiple comparisons test (A), two-tailed unpaired student’s *t*-test (B, D, E, and G), or Mann-Whitney test (F). Additional details on statistics and reproducibility are shown in the Materials and Methods. See fig. S7-10 for additional supporting experiments. Schematics in A and B were created using BioRender (https://biorender.com). A.U. = arbitrary units; FOV = field of view.

## Data Availability

All raw scRNA-seq expression matrices generated from this project are available in the NCBI Gene Expression Omnibus under the accession number GSE274858. Datasets include single-cell transcriptomic profiles of non-regenerative digits after amputation, with or without inhibition of hyaluronic acid. This study also analyzed publicly available datasets which are described in the supplementary materials section. Code is available at Github (https://github.com/JosephJYW/HA_TissueMechanics_Science2026) and has been deposited on Zenodo (https://doi.org/10.5281/zenodo.18458384) (71). All other data are in the main paper or supplementary materials. The lentiviral vector used to overexpress HAPLN1 in our study, pLV[Exp]-EF1A-mHapln1-mCherry and the scrambled control vector, pLV[Exp]-EF1A-Scramble-mCherry, was constructed and packaged by VectorBuilder. The vector ID is VB230522-1759vcu and VB010000-9390nka and are available upon request.

# Supplementary material for: Hyaluronic acid and tissue mechanics orchestrate mammalian digit tip regeneration
**Source:** Science. Author manuscript; Available in PMC 2026 May 5.
**Supplement:** Figues 1-10

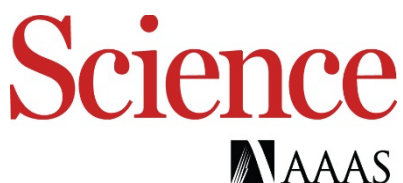

Supplementary Materials for

Title: Hyaluronic acid and tissue mechanics orchestrate mammalian regeneration

Authors: Byron W.H. Mui^{1,2,3,4}, Joseph J.Y. Wong^{1†}, Camille E. Dumas^{1†}, Jia Hua Wang¹, Toni Bray¹, Kentaro Hirose¹, Lauren Connolly¹, Alexander Winkel⁵, Sebastian Timmler¹, Nicholas A. Bright⁸, Evelina Sliauteryte¹, Ragnhildur Thóra Káradóttir^{1,10}, Pamela G. Robey², Kristian Franze^{5,6,7}, Kevin J. Chalut^{1,9‡*}, and Mekayla A. Storer^{1,5‡*}

The PDF file includes:

Materials and Methods
Figs. S1 to S10
Tables S1 to S7

Materials and Methods

Mice

C57BL/6, NOD SCID (6-8 weeks old) and CD1 (postnatal day 2) mice (strain codes: 027, 394, and 022, respectively) were obtained from Charles River Laboratories. The animals were maintained in a standard facility for rodents at the University of Cambridge. They were housed in groups of up to five per cage with controlled temperature, humidity, and 12 h light/dark cycles. Enrichment items provided in the cages included red tubes, shredded paper, and a loft. Mice were fed autoclaved maintenance diet (SAFE R105) and water *ad libitum*. Animals were randomly divided into control and treatment groups, and both male and female mice were used, and data from both sexes were pooled for final analyses. Strategies were implemented to minimize potential confounders including randomizing the order of treatments, cage location and researchers handling the animals. This research was regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB). All procedures were conducted strictly following the relevant protocols defined in Home Office Project License PP2274970 and reported according to the ARRIVE guidelines.

Digit amputation model

Digit amputations were performed on 6- to 8-week-old mice as described previously (6, 65). Briefly, mice were orally administered meloxicam (0.5 mg/ml) for analgesia and anesthetized with isoflurane. Then, using sterile scalpels, the distal one-third of terminal phalanges 2, 3, and 4 of the hindlimb were amputated to induce a regenerative response. For non-regenerative amputations, the distal one-third of second phalanges were amputated.

Second harmonic generation microscopy and collagen fiber analysis

Second harmonic generation (SHG) microscopy with the Zeiss LSM 880 NLO and excitation wavelength of 920 nm was used to visualize collagen fibers in post-amputated digits. The collagen fibers were segmented in batch using CT-FIRE (66). Briefly, curvelet transform (CT) denoises the SHG images and enhances the edges of collagen fibres. A fibre extraction (FIRE) algorithm segments collagen fibres by finding fibre centres through a distance transform and ridge detection, linking nearby fragments to construct full, branching fibres. Then, the width, length, number and angle of these segmented fibres were quantified. To quantify the number of fibers oriented around 30°, a custom R script was written. The most common fiber angle for a sample was designated as 0°, around which all other fiber angles were oriented. The total number of fibers oriented $\pm 30^\circ$ were quantified and averaged for analysis between conditions. Two sections per digit were analyzed, and these counts were averaged and considered as a single biological replicate. A minimum of three separate animals were analyzed per condition, with each digit sourced from a separate animal. For experiments involving direct injections, each digit was considered a biological replicate. For collagen analysis in hydrogel experiments, a minimum of three independent experiments were performed, and each hydrogel was imaged at 5 different locations, which were averaged as a single biological replicate. For collagen analysis in Hapln1^{OE} experiments, three digits per condition were randomly selected.

Transmission Electron Microscopy

Digits were fixed in 2% Paraformaldehyde (PFA) and 2.5% glutaraldehyde in 0.1M Cacodylate buffer (CaCo), pH = 7.2 at 37°C for 1 hour and stored in fixative at 4°C. Vibratome sections (300

µm) of the fixed digits were washed twice in 0.1M CaCo for 30 minutes, post-fixed with 1% OsO₄ in 0.1M CaCo for 1h at 4°C and washed twice in 0.05 M sodium maleate buffer (SoMa), pH = 5.2 for 30 minutes. Samples were en bloc stained with 0.5% uranyl acetate in 0.05 M SoMa for 1 hour at 4°C and again washed twice with 0.05 M SoMa for 30 min. Samples were dehydrated in increasing ethanol concentrations (50%, 70%, 90%, 2x 100%, 10 minutes each) and infused with propylene oxide (2x 20 minutes), 50/50 mix of epoxy resin (TAAB, overnight) and 100% resin (2 days). Samples were positioned in flat bottom beam capsules and cured for 48 hours at 60°C. Ultrathin sections were cut at 60 nm (Leica EM UC7 ultramicrotome, DiATOME Ultra 35° knife), transferred to formvar coated copper grids and post-stained for 1 minutes with UA-Zero (Agar Scientific) and 30 seconds with lead citrate. Collagen rich regions were identified in 3x3 overview scans at 700x and then 5-7 images per digit were taken (Hitachi HT7800 TEM, 80 kV, 6000x magnification, EMSIS Xarosa camera, 5120x3840 pix, 2.4833 nm/pix). To quantify collagen distribution, images were opened in FIJI/ImageJ, collagen rich ROIs were manually labelled with a touch-screen marker pen (Wacom) and categorized by fiber orientation.

Single-cell library preparation, sequencing, and alignment

For single-cell RNA sequencing (scRNA-seq), tissues from 14 DPA non-regenerative (n = 2, 4 mice pooled per replicate), 4-methylumbelliferone (4-MU) control (n = 2, 5 mice pooled per replicate), and 4-MU treated (n = 2; 5 mice pooled per replicate) digits were freshly dissected, and cells were isolated from the wounded regions. The cells were resuspended at 372 cells/µl in 2% FBS in PBS. Libraries were prepared by using Chromium Next GEM Single Cell 3'mRNA v3.1 (10X Genomics, PN-120233) as per the company's protocol and sequenced on a NovaSeq 6000 at the Cancer Research UK Institute (CRUK, Cambridge, UK). Raw 10X FASTQ files were aligned and quantified using the Cell Ranger Single-Cell Software Suite (v8.0.0, 10X Genomics). The mouse reference used was the mm10 reference genome refdata-gex-mm10-2020A, available at:

<https://cf.10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz>.

All raw expression matrices generated are available in the Gene Expression Omnibus (GEO) under accession number GSE274858.

Single-cell transcriptomics data analysis

The 10X Genomics scRNA-seq datasets were processed in Python v3.10 using Scanpy v1.9.6 (67). Publicly available blastema (n = 3) and non-regenerative datasets (n = 2) were acquired from Gene Expression Omnibus (GEO) under the accession numbers GSE135985 (6) and GSE143888 (5). Analyses of other regenerative models were performed by acquiring datasets from GSE182141 (68), GSE130699 (69), and GSE234451 (70). Datasets that contained a high degree of cell-free (ambient) RNA molecules were cleaned with SoupX v1.6.2 (71) or CellBender v0.3.2 (72) before downstream pre-processing. Quality control for each dataset involved filtering based on fixed and batch-specific filtering thresholds. Fixed filtering thresholds included removing genes expressed in fewer than 3 cells and cells in which over 10% of the unique molecular identifiers arose from the mitochondrial genome. Batch-specific thresholds included removing cells beyond the upper and lower boundaries for number of genes and number of counts per cell. Doublets were identified using Scrublet v0.2.3 (73), with a threshold doublet score set at 0.2 to 0.25 or DoubletFinder (74). The details of the filtering parameters are listed in Table S1.

During batch pre-processing, size factors for each batch were calculated for data normalization using the computeSumFactors() in R v.4.3. The size factor normalized data were then subjected to

logarithmization (scanpy.pp.log1p), and highly variable genes were detected (scanpy.pp.highly_variable_genes). Principal component analysis was performed by scanpy.pp.pca and the first 30 principal components were used to calculate neighbors (scanpy.pp.neighbors) and perform UMAP (scanpy.tl.umap) constructions. Leiden graph-based clustering (scanpy.tl.leiden) at default settings was used for broad cell type classification with manual annotation. For integration, the top 2,000 highly variable genes were subsetting from the concatenated datasets. scVI v1.0.4 (75) was used to integrate the datasets, with parameters set to $n\_latent = 30$, $n\_layers = 2$, and gene likelihood = “nb”. Training was conducted for a maximum of 800 epochs or stopped early based on elbo_validation. The latent representation obtained from the model was used for computing neighbors. The final clustering of cell populations was performed by selecting the most conservative resolution that 1) yielded distinct populations and appropriate heterogeneity based on the UMAPs and 2) retained high and differential expression of canonical cell type-specific markers. *Pdgfra*-expressing clusters were subsetting from the global integrated datasets for further analyses, and PCAs and UMAPs were re-calculated using scVI modeling and Leiden clustering to reveal sub-populations. The clustering resolution was determined as described above. Cell types were defined by finding marker genes with Scanpy (scanpy.tl.rank_genes_groups) using the Wilcoxon method and corrected by the Benjamini-Hochberg method.

Cell type proportion analyses were conducted with Propellor (Speckle v1.2.0) (76), and $p < 0.05$ designated statistically significant differences between two groups. To account for technical variability across datasets, differential gene expression was performed using MAST v.1.8.2 (77). MAST analyses were used to compare the Fibroblast 1 and 2 clusters against all other cell types, as well as against OLs. For the 4-MU experiment, MAST analysis was performed on all *Pdgfra*-expressing clusters between control and 4-MU datasets. Differentially expressed genes (DEGs) were determined as $\log_2\text{fold-change} \geq 0.5$ and $q\text{-value} < 0.05$. The resulting DEGs were input for ClusterProfiler v4.10.1 (78) for gene ontology functional enrichment analysis. For complete Matrisome and collagen and proteoglycan scoring, ECM-related genes were taken from *mus musculus* complete matrisome list from the Matrisome Project (44), and gene list scores were calculated using sc.tl.score_genes. Table S2 lists the genes comprising each module.

Tissue preparation, immunostaining, and microscopy

Mouse tissues were harvested and fixed with 4% paraformaldehyde at 4 °C overnight and decalcified using 0.5 M pH 7.2 for 14 days. Tissues were cryo-protected overnight in 30% sucrose, embedded in OCT, and rapidly frozen. For deep imaging of digits, samples were processed as previously described (79). Briefly, tissues were sectioned to the mid-sagittal plane and blocked overnight in PBS with 5% bovine serum albumin (BSA), 10% dimethyl sulfoxide, and 0.5% Triton X-100 in PBS. Primary antibodies were diluted in blocking buffer and incubated with samples for 3 days. Samples were washed twice in PBS with 0.1% Triton X-100 (PBS-T) for 1 h per wash, and the third wash was performed overnight. Secondary antibodies were also diluted in blocking buffer, and samples were incubated for 3 days. Samples were washed as before, and Hoechst was used as a counterstain in the final 1 h wash. On the final day, samples were dehydrated and cleared using either benzyl alcohol:benzyl benzoate at a 1:2 ratio for 1 h or 50:50 CUBIC R+(M):PBS overnight at RT (TCI Chemicals, T3741), followed by 100% CUBIC R+M for 1 day. Lastly, samples were mounted on to glass bottom dishes for imaging. For thin-tissue IHC, samples were sectioned sagittally at 14 μm thickness. Prior to staining, sections were heated for 10 min at 37 °C. Subsequently, slides were soaked in PBS with 0.5% Triton X-100 for 30 min and blocked for 1 h

with 5% BSA in PBS-T. If primary antibodies were from goat or sheep hosts, then 10% donkey serum in PBS-T was used. Primary antibodies were diluted in blocking buffer, and slides were incubated with antibodies overnight at 4 °C. The next day, slides were washed 4 times in PBS-T, 5 min each. Appropriate fluorophore-conjugated secondary antibodies were diluted in blocking buffer and applied to samples for 2 h with Hoechst. Slides were washed 4 times in PBS-T and finally mounted in ProLong Gold Antifade Mountant (Thermo Fisher Scientific, P36930). The list of primary antibodies can be found in Table S3.

For visualization of hyaluronic acid (HA) using hyaluronic acid binding protein (HABP, Merck, 385911-50UG), sections were incubated with streptavidin-peroxidase from Streptomyces avidinii (Merck, S5512-.1MG), followed by chromogenic development using the Pierce DAB Substrate Kit, as per the manufacturer's instructions (Thermo Fisher Scientific, 34002). For fluorescence microscopy, streptavidin secondaries were used. For pSMAD1/5/8 immunostaining, antigen retrieval (10 mM sodium citrate dihydrate with 0.1% Triton X-100 at pH 6.0) was performed on cryo-sectioned, formalin-fixed tissues for 2 h at 70 °C in a water bath. All remaining steps were performed using staining procedures described above, except PBS was replaced with TBS. For immunocytochemistry, cells were fixed with 4% paraformaldehyde for 15 min and permeabilized in 0.5% Triton X-100 in PBS for 30 min. Except for pSMAD staining, which required TBS, staining procedures were the same as described above. For actin visualization, phalloidin (Proteintech, PF00001) staining was performed for 30 min. The hydrogels were inverted onto glass bottom dishes for imaging.

To visualize samples, the following confocal microscopes were used: Zeiss LSM 980 Airyscan2 and the Leica Stellaris 8. For image analysis of tissues, two sections per digit were analyzed, and these values were averaged and considered a single biological replicate. A minimum of three separate animals were analyzed per condition, with each digit sourced from a separate animal. For image analysis of cells, a minimum of three independent experiments were performed, and values for at least 10 separate cells at 5 different locations were averaged as a single biological replicate. The ImageJ (80) software was used for all image analysis.

Hyaluronic acid extraction and enzyme-linked immunosorbent assay

To isolate hyaluronic acid (HA) from tissues, non-regenerating wounds and blastemas were micro-dissected, weighed, and incubated with digestion buffer containing 0.1 M Tris, 0.15 M NaCl, 0.01 M CaCl₂, 5 mM deferoxamine mesylate, and 0.5 mg/ml Proteinase K (Merck, P6556-5MG) at pH 8.3 for 2 h with vortexing every 30 min. Samples were boiled at 100 °C for 20 min to heat-inactivate Proteinase K and chilled on ice. 1 µl of Benzonase (Merck, E1014-5KU) was added to each sample and incubated for 1 h to degrade DNA and RNA. Then, samples were centrifuged for 15 min at 21,000 g at 4 °C, and the supernatant was collected into a separate tube. An equal volume of phenol:chloroform:isoamyl alcohol (Merck, 77617-100ML) was added, and after vortexing, the samples were centrifuged for 15 min at 14,000 g and 4 °C to separate the aqueous components from the other organics. This step was repeated using pure chloroform to remove residual phenol from the aqueous phase. HA was precipitated using 100% ethanol and spun at 10,000 g for 5 min and washed with an additional volume of ethanol. The samples of extracted HA were resuspended in water. An enzyme-linked immunosorbent assay (ELISA) to quantify the amount of HA in digit tissues was performed according to the manufacturer's instructions (Biotechne, DHYAL0). Digits from four mice were pooled for a single biological replicate, with three replicates per condition.

Atomic force microscopy

Freshly isolated, post-amputated digits were cut mid-sagittally using a sharp scalpel and partially embedded in 4% agarose to stabilize the tissues on glass-bottom dishes. After the agarose had set, the samples were submerged in low-glucose DMEM without phenol red (Thermo Fisher Scientific, 11880036) and maintained at 34 °C. Atomic force microscopy (AFM) indentation measurements were performed using the setup previously described (81). Briefly, a petri dish containing the mounted digits was placed on the stage of an inverted microscope, and an AxioZoom V16 stereomicroscope (Zeiss) was mounted above the setup and used to acquire brightfield images through the AFM head. These images were used to designate a rectangular grid containing 2D spatial information upon which indentation measurements were performed. The exposed tissues were probed with 37.28 μm diameter polystyrene beads glued to Arrow-TL1 cantilevers (nominal spring constant = 0.01 N/m, NanoWorld, Arrow TL1). During measurements, the cantilever was approached at 20 $\mu\text{m/s}$ until an indentation force of 10 nN was reached. This force was maintained for 3 seconds, and the resulting creep response (i.e. deformation over time) recorded.

The reduced apparent elastic modulus $K = \frac{E_0}{(1-\nu^2)}$ values was extracted by a custom-written MATLAB script fitting the Hertz model to the force-distance data of the initial indentation (81). A custom-written Python script implementing the Power Law Rheology (PLR) model (82) was used to obtain fluidity values. β can have values ranging from 0 (for an elastic solid) to 1 (for a viscous fluid). For AFM experiments, a minimum of 4 separate digits were measured per condition, with each digit sourced from a separate animal.

Depletion of HA matrix in mice

For intermittent degradation of HA, mice that underwent distal third phalanx (P3) amputations were administered 0.4-1 U per digit of hyaluronidase from bovine testes (Merck, H3506-100MG) reconstituted in 0.1% BSA. Control mice received 0.1% BSA alone. Administration of substances was performed at 8, 10, and 12 DPA using a 33G Hamilton syringes (Hamilton Company, 7635-01). Digits were harvested at 14DPA for processing and further analyses. Each digit was considered a biological replicate, with three replicates per condition.

For continuous knockdown of HA, 4-MU was incorporated into chocolate-flavored chow (ssniff Spezialdiäten) at 50 g/kg, resulting in a daily uptake of 250 mg of 4-MU per mouse. Control mice received the same chocolate-flavored chow without 4-MU. To acclimatize the mice to the modified diet and prevent weight loss, they were first fed maintenance chow:modified diet at a 50:50 ratio for the first seven days. Then, mice were maintained on the modified diet until the experimental endpoint. After acclimatization, mice underwent regenerative amputations, and tissues were collected at 14 and 28 DPA for further analyses. Each mouse was considered a biological replicate, with at least three replicates per condition.

Quantification of digit length and area

Fixed digits were imaged on a Leica stereomicroscope, and images were analyzed in ImageJ, where the region of the nail was manually outlined using the Polygon Selection tool, and the nail length was traced using the Straight Line tool. For the 4-MU experiment, each mouse was considered a biological replicate, and for experiments involving direct injections of substances, each digit was considered a biological replicate.

Microcomputed tomography

To assess the skeletal morphology of mouse digits, 4% paraformaldehyde-fixed samples were scanned at either 14 or 28 DPA using a Nikon XTEK 225 Micro CT Scanner. Scan settings were the following: 2.9-4.9 μm resolution, energy at 75-90 kV and 30-48 μA , no filtration, 708-1000 ms exposure, 1080 projections, and two frames per projection. Image processing was done using CT Pro 3D and CT Agent (Nikon). The Materialise Mimics software was used to model samples in 3D and calculate volume and dimension measurements. For the 4-MU experiment, each mouse was considered a biological replicate, and for experiments involving direct injections of substances, each digit was considered a biological replicate. All experiments contained at least three biological replicates per condition.

Digit cell and dermal fibroblast isolation and culture

To isolate uninjured or post-amputated P3 cells, the nails from 6-8 week old C57BL/6 mouse digits of both sexes were first removed to expose the underlying P3 bone and surrounding tissues. These tissues were digested in 0.25 mg/ml Liberase TH (Scientific Laboratory Supplies, 5401135001) in PBS for 1 h at 37 °C. The dissociated cells were treated with 20 U/ml DNase I (Merck, 4536282001) for 5 min at 37 °C. Isolation of P2 cells was performed similarly as above. Briefly, P2 tissues were separated from P3 at the distal interphalangeal joint, and the skin was peeled from the P2 bone and minced. Together, the skin and the bone were incubated in cell dissociation buffer for 1 h at 37 °C. Cells from both sexes were pooled since we did not observe differences in digit wound healing between males and females. They were maintained in standard fibroblast expansion medium, which contained 10% fetal bovine serum (FBS, Gibco, 10270106), 1% Penicillin/Streptomycin (Merck, P0781), and 10 ng/ml fibroblast growth factor 2 (FGF-2) (Peprotech, 100-18B) in low-glucose DMEM with pyruvate and HEPES (Thermo Fisher Scientific, 12320032). Cells were seeded at 25,000 cells/cm² and expanded in 20% O₂ and 5% CO₂ in a 37 °C humidified incubator.

To isolate dermal fibroblasts, the back skin of CD1 mice at postnatal day 2 of both sexes were dissected, and the tissues were placed in 0.25% trypsin overnight at 4 °C. The next day, the dermis was separated from the epidermis using forceps and minced with scissors. The minced tissues were incubated in 1 mg/ml Collagenase P (Merck, 11213857001) and 2 mg/ml Dispase II (Merck, D4693-1G) and reconstituted in DMEM containing 2% FBS for 1 h at 37 °C. DNA was digested using 20 U/ml DNase I for 5 min at 37 °C. Fibroblast expansion medium was added to halt the digestion. Cells were spun for 10 min at 300 x g and resuspended in fibroblast expansion medium.

Fabrication of polyacrylamide gels of different stiffnesses

StemBond hydrogels were fabricated as previously described (50). Briefly, support coverslips were treated with 0.2 M sodium hydroxide for 35 min, cleaned, and functionalized with 3-(Trimethoxysilyl)propyl methacrylate (Merck, M6514-25ML) for 2 h. Top coverslips were treated with dichlorodimethylsilane (Merck, 440272-100ML) for 5 min. Hydrogel solutions were prepared according to Table S3 with the inclusion of 6-acrylamidohexanoic acid (Tokyo Chemical Industry, A1896) and degassed in a vacuum chamber for 20 min. To polymerize the hydrogels, TEMED (Merck, T22500-5ML) and APS (Merck, A3678-25G) were added, and the hydrogels were sandwiched between the support and top coverslips for 35 mins. The hydrogels were hydrated overnight in 1% Penicillin-Streptomycin in PBS. The next day, top coverslips were detached from the hydrogels under sterile conditions and equilibrated with MES buffer (0.1 M MES hydrate (Merck, M2933-25G), 0.1 M NaCl, pH 6.1). Hydrogels were activated by a 30 min treatment with

0.2 M EDAC (Scientific Laboratory Supplies, 03450-25G) and 0.5 M NHS (Thermo Fisher Scientific, 157272500) in MES buffer with constant rocking. After, hydrogels were coated with poly-d-lysine hydrobromide (Merck, P0899-10MG) at 100 µg/ml reconstituted in 0.05 M HEPES (Merck H3375-25G) pH 8.5. Coating was performed on a rocker for 2 h. Coating solution was aspirated, and the hydrogels were blocked with 0.5 M ethanolamine.

To test how substrate stiffness influences cell behavior, cells were cultured on stiff (50 kPa) or soft (0.7 kPa) hydrogels to mimic the mechanical microenvironment of the blastema and fibrotic tissue, respectively. Cells of no more than passage 4 were attached to the hydrogels for 24 h before treatment with PDGF-BB (50 ng/ml, Peprotech, 100-14B) or BMP-7 (200 ng/ml, Peprotech, 120-03P) in DMEM containing 1% FBS for experiments lasting less than or equal to 24 h. For longer experiments, DMEM with 10% FBS was used to maintain cell viability. To induce collagen synthesis and fibrillogenesis, 25 µg/ml 2-phospho-L-ascorbic acid trisodium salt (Merck, 49752-10G) and/or TGF-β1 was supplemented into the medium and replenished every other day until the experimental endpoint. For all hydrogel experiments, at least 3 independent experiments were performed.

Reverse transcription quantitative polymerase chain reaction

To measure gene expression levels, cells were first lysed by direct addition of TRIzol (Thermo Fisher Scientific, 15596026) for 5 min. Further RNA processing and purification was performed using Direct-zol RNA Microprep Kits (Zymo Research, R2060) according to the manufacturer's instructions. Briefly, an equal volume of 100% ethanol to TRIzol was added to samples and spun in columns for two rounds of washing before elution in DNase/RNase-free water. Next, samples were treated with RQ1 RNase-free DNase (Promega, M6101) for 30 min at 37 °C, followed by termination of the reaction using the supplied Stop Solution for 10 min at 65 °C. RNA quality and concentration was measured using a Nanodrop Spectrophotometer (Thermo Fisher Scientific). Complementary DNA (cDNA) synthesis was carried out by first heating the RNA-primer mix containing 2.5 µM random hexamers (Thermo Fisher Scientific, N8080127), 0.5 mM dNTP (Thermo Fisher Scientific, 18427013), and 400 ng total RNA for 5 min at 65 °C and chilling on ice for 1 min. Next, a reverse transcriptase mix containing 1x SuperScript IV, 5 mM DTT (Thermo Fisher Scientific, 18090010), and 2.0 U/µl RNaseOUT RNase Inhibitor (Thermo Fisher Scientific, 10777019) was added to each tube, which was incubated at 23 °C for 10 min, 55 °C for 10 min, and finally 80 °C for 10 min. cDNA was diluted 1:200, and each PCR reaction contained 2 ng of cDNA, PowerTrack SYBR Green Master Mix (Thermo Fisher Scientific, A46109), and 800 nM of primer pairs. Reactions were carried out using the QuantStudio Real-Time PCR machine and software (Thermo Fisher Scientific, Waltham, MA). For all qPCR experiments, at least three independent experiments were performed. Statistical analyses were performed on $-\Delta\Delta CT$ values, but expression graphs were depicted as fold change ($2^{-\Delta\Delta CT}$). A list of the primers can be found in Table S4.

Western blotting

For immunoblotting, adherent cells on hydrogels were inverted onto Parafilm with RIPA buffer (Thermo Fisher Scientific, 89900) containing Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific, 78440). After 5 min, the cell lysate was collected into a microcentrifuge tube and agitated for 30 min at 4 °C. Then, the lysate was centrifuged for 5 min at 14,000 x g and 4 °C. The supernatant was aspirated, and the total protein was quantified using the BCA method (Thermo Fisher Scientific, 23225). Samples were boiled in Laemmli sample buffer (5x, 250 mM

Tris base, 5% SDS), 50% glycerol, and 0.1% bromophenol blue with 2.5% 2-mercaptoethanol at 100 °C for 5 min, and 10 µg of total protein per lane, along with a Precision Plus Protein Kaleidoscope Prestained Protein Standards ladder (Bio-Rad Laboratories, 1610375), was separated by gel electrophoresis. Transfer of proteins to PVDF membranes was performed using the tank transfer method with Towbin buffer (10x, 0.25 M Tris base, 1.92 M glycine). The membranes were blocked with 5% BSA in TBS with 0.1% Tween-20 (TBS-T) for 1 h with constant agitation, followed by immunostaining with primary antibodies in blocking buffer overnight at 4 °C. Six 5-min washes with TBS-T were performed, followed by application of secondary antibodies for 1 h in blocking buffer. After another six 5-min TBS-T washes, protein was detected using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, 34577) according to the manufacturer's instructions. Visualization was performed using the G:Box chemi XRQ machine (Syngene). Quantitative analysis of the immunoblots were performed using ImageJ. Densitometry analysis was performed by calculating background-subtracted integrated densities of pSMAD1/5/8 or HAPLN1 normalized to the loading control GAPDH (Abcam, ab9485, 1:10,000). For all western blots, at least three independent experiments were performed.

Overexpression of *Hapln1* in dermal fibroblasts

pLV[Exp]-EF1A-mHapln1-mCherry; VB230522-1759vcu, (Hapln1^{OE}) and pLV[Exp]-EF1A-Scramble-mCherry; VB010000-9390nka, (mCherry control) transfer plasmids were cloned and transformed in *Escherichia coli* (VB UltraStable™ Chemically Competent Cells #UC001-010) by VectorBuilder (VectorBuilder, Chicago, IL). 3rd generation lentivirus plasmids pMDLg/pRRE, pmD2.G, and pRSV-Rev (Addgene plasmids #12251, #12259, and #12253, respectively) were used to generate lentivirus containing the Hapln1^{OE} or mCherry Control transfer plasmid. HEK293T cells (ATCC, 293T-CRL-3216) of passage less than 20 were seeded at a density of 4x10⁶ cells per 10-cm dish in high-glucose DMEM containing HEPES (Thermo Fisher Scientific, 10564011) and 10% FBS and allowed to attach overnight. The next day, fresh medium was supplied to the cells, which were subsequently transfected with the transfer, envelope, and packaging plasmids at a ratio of 4:2:1:1 by size (transfer:pMD2.G:pMDLg/pRRE:pRSV-Rev). The transfectant reagent:DNA complexes were made by combining *TransIT-VirusGEN* (Mirus Bio, MIR 6704) with plasmids in Opti-MEM I (Thermo Fisher Scientific, 31985062) and incubating for 30 mins to form complexes. The *TransIT-VirusGEN*:DNA complexes were added drop-wise to different areas of the dish. Lentivirus was collected at 48 and 72 h post-transfection and passed through a 0.45 µm filter. The lentivirus was then incubated 2:1 with Lenti-X™ Concentrator (Takara, 631231) for 1h and concentrated by centrifugation at 1500 g for 45min at 4 °C. The supernatant was discarded, and the virus was resuspended in 100 µl PBS per 10-cm dish.

Lentivirus multiplicity of infection and titer calculation was performed using a dilution series. The day prior to transduction, back skin dermal fibroblasts were plated at a density of 15,000 cells/cm² in a 24-well plate. A serial dilution of lentivirus was added to the wells with the addition of 4 µg/ml of hexadimethrine bromide (Merck, H9268-10G). The plate was spun at 1,000 g for 2 h at 32 °C, after which the medium was replaced with fresh fibroblast expansion medium, whose components were described above. After 48 h, the percentage of reporter-positive cells was calculated. The volume of virus needed to achieve at least 95% infection efficiency was used to transduce fibroblasts for all experiments using the steps described above.

Flow cytometry analysis

To confirm lentivirus transduction efficiency, infected cells were harvested and passed through a 40 μ m filter. Then, cells were incubated with ready-to-use DAPI (Miltenyi Biotec, 130-111-570) for 5 min in 2% FBS and 2.5 mM EDTA in PBS. Unstained fibroblasts, fibroblasts stained with DAPI, and mCherry-positive cells were used as single-stained controls for compensation and gating. Typically, 100,000 events were recorded for each sample. Data were acquired on a BD Fortessa flow cytometer, and data analysis was performed in the FlowJo v10.1 software. Three independent experiments were performed for quantification of transduction efficiency.

Transplantation of genetically modified dermal fibroblasts into mice

Genetically modified fibroblasts were expanded, and cells of passage no later than 6 were used for transplantation. Briefly, detached cells were washed in PBS and resuspended at a concentration of 150,000 cells/ μ l in 33% EncapGel (Merck, 922412-1EA). NOD SCID mice, having undergone non-regenerative amputations, were administered 1 μ l of cells or vehicle in the non-regenerative stump using a 32G Neuros Syringe (Hamilton, 65458-01) at 6 and 12 DPA. Mice digits were harvested at 14 and 28 DPA for further processing. Each digit was considered a biological replicate, with 18 digits per condition.

Injection of lentivirus into the mouse digits

Hapln1^{OE} and mCherry control lentiviruses were generated as described above. A volume of 1 μ l of the Hapln1^{OE} or mCherry Control lentiviruses (5×10^6 IU/mL) was directly injected into the P2 digits of C57BL/6 mice using the Microliter Neuros Syringe (Hamilton, 65458-01). One week after the injection, the digits were amputated at the non-regenerative P2 level, and an additional injection into the stump was performed at 6 DPA. Mice digits were harvested at 14 and 28 DPA for further processing.

Statistical analysis

Statistical analysis was performed using GraphPad Prism 10. The Shapiro-Wilk test was used to assess normality, and outliers were identified by ROUT tests (for multiple outliers, $Q = 1\%$). A two-tailed student's *t*-test was used for pairwise comparisons, and a two-way or three-way ANOVA followed by Tukey's test was used for multiple comparisons. Data were presented as mean $\pm$ SEM. $p < 0.05$ was considered statistically significant. For AFM data, non-parametric Mann-Whitney test was used for statistical analysis and were shown as box-and-whisker plots. For all the figures, the number of mice and independent experiments are indicated in the figure legend. For mouse studies, sample size was determined by POWER calculations. Data were analyzed in a blinded manner, and wherever possible, investigators involved in treatment administration were not involved in data analyses or outcome assessment.

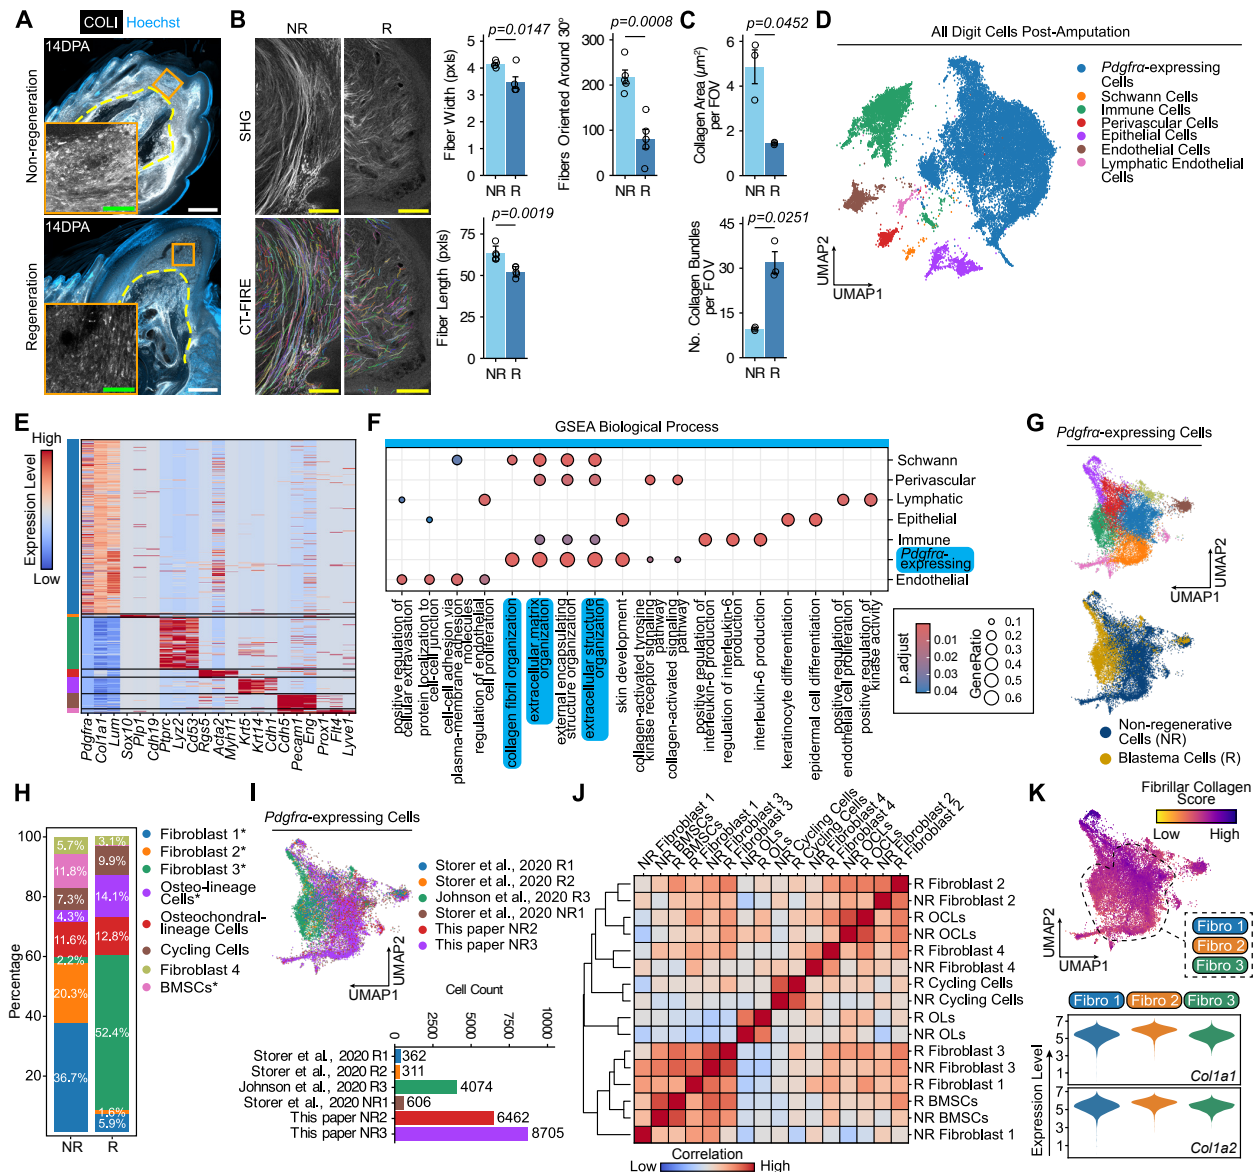

Fig. S1. Cellular and ECM dynamics during digit wound healing.

(A) Immunofluorescence showing COLI (white) in non-regenerative and regenerative digits 14 days post-amputation (DPA). Dashed line, border of the phalanx bone. Scale bars, 250 μm and 50 μm in magnified views. (B) Left, second harmonic generation (SHG) microscopy showing collagen fibers (white) and their segmentation using CT-FIRE in the non-regenerative wound (NR) and regenerative blastema (R) 14 DPA. Scale bars, 100 μm . Right, quantification of collagen fiber width, length, and orientation, related to Fig. 1A. $n = 5$ mice per condition. (C) Top, surface area occupied by collagen fibers per field of view (FOV). Bottom, number of collagen fibers bundles per FOV, related to Fig. 1B. $n = 3$ mice per condition. (D and E) UMAP of the transcriptional identities of seven major cell types in the wounded digit (integrated non-regenerative and blastema datasets) in D. Heat map of top differentially expressed genes in E. (F) Upregulated gene ontology terms for each population. (G and H) UMAP of seven distinct transcriptional signatures among *Pdgfra*-expressing cells, and cells split by NR and R datasets in G. Cell proportions of *Pdgfra*-expressing sub-types in H. The asterisk (* $p < 0.05$) denotes significant differences in proportion

between wound healing conditions. $n = 3$ non-regenerative datasets (at least 4 mice pooled per dataset), $n = 3$ blastema datasets (at least 2 mice pooled per dataset). **(I)** Top, *Pdgfra*-expressing cells color-coded by their dataset of origin. Bottom, bar plot of cell counts for each dataset. **(J)** Correlation matrix comparing all *Pdgfra*-expressing sub-types by NR and R conditions. **(K)** Top, UMAP showing cell scoring of fibrillar collagen gene expression. Bottom, violin plots of *Colla1* and *Colla2* expression among Fibroblast 1 (Fibro 1), Fibroblast 2 (Fibro 2), and Fibroblast 3 (Fibro 3) cells. Statistical significance was determined by two-tailed unpaired student's *t*-test (B and C) or moderated *t*-tests in an empirical Bayes framework (H). Additional details on statistics and reproducibility are in the Materials and Methods.

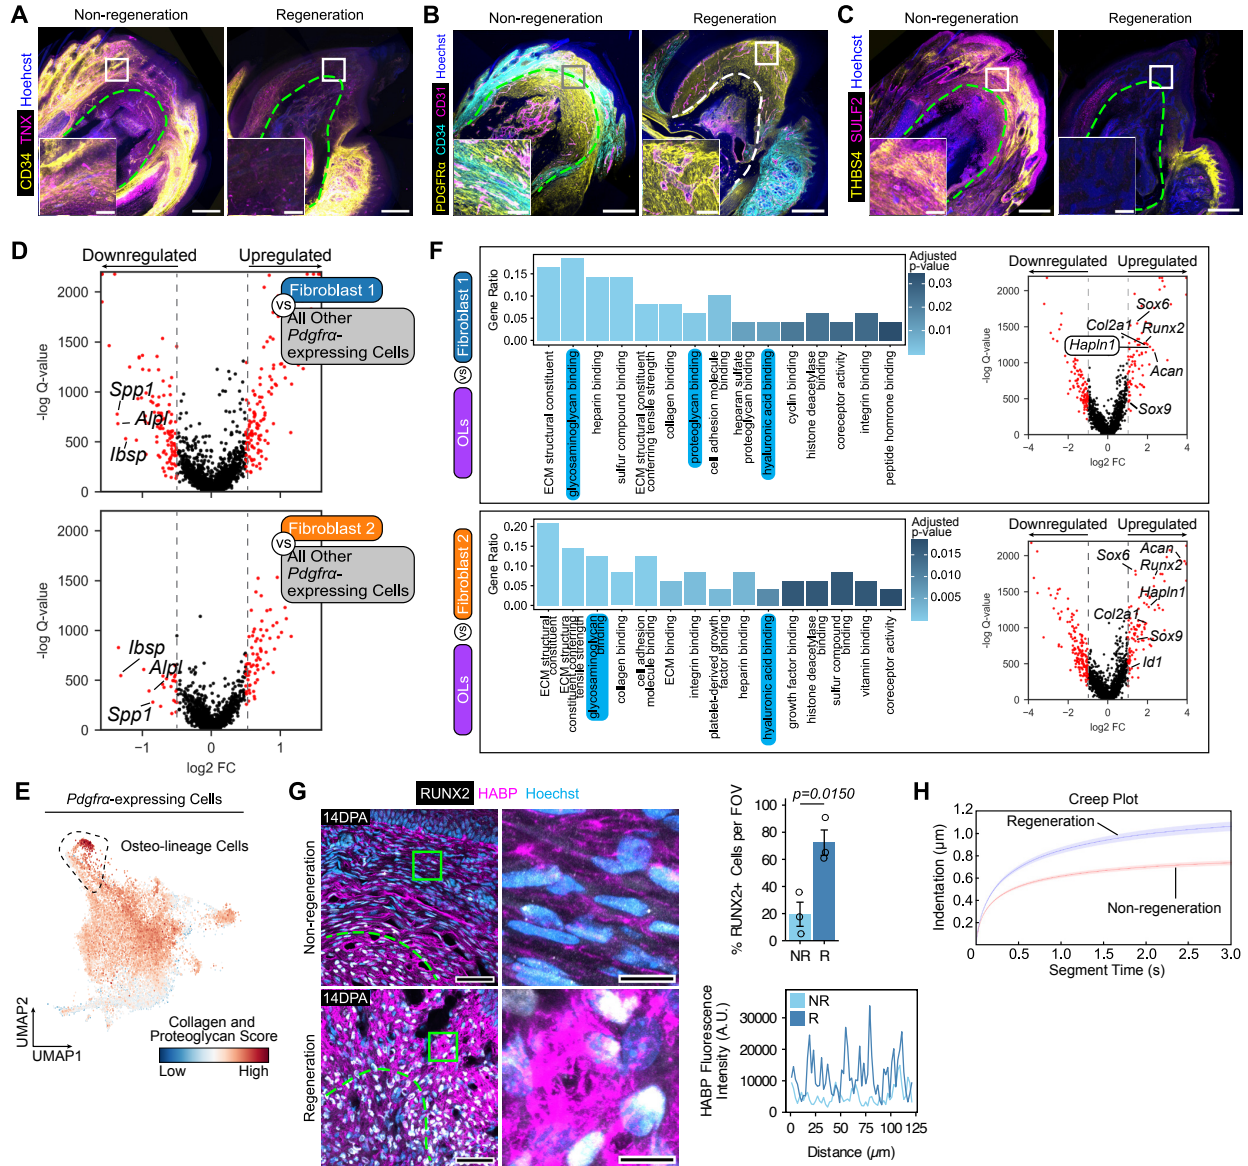

Fig. S2. The blastema is enriched with osteo-lineage cells and hyaluronic acid.

(A-C) Immunofluorescence showing CD34 (yellow) and TNX (magenta) in A; PDGFR α (yellow), CD34 (cyan), and CD31 (magenta) in B; and THBS4 (yellow) and SULF2 (magenta) in C in digits 14 DPA. Dashed line, border of the phalanx bone. Scale bars, 250 μ m and 50 μ m in magnified views. (D) Volcano plots of differentially expressed genes in Fibroblast 1 or Fibroblast 2 cells compared to *Pdgfra*-expressing cells. (E) UMAP of cells scored by their expression of collagen and proteoglycan genes. (F) Left, gene ontology terms upregulated in osteo-lineage cells (OLs) compared to Fibroblast 1 or Fibroblast 2 cells. Right, volcano plot of differentially upregulated genes in osteo-lineage cells (OLs). (G) Left, immunofluorescence of RUNX2 (white) and HABP (magenta) in non-regenerative and regenerative digits at 14DPA. Dashed line, border of the phalanx bone. Scale bars, 50 μ m and 10 μ m in magnified views. Right, quantification of the percentage of RUNX2⁺ cells per field of view (FOV) in the non-regenerative wound (NR) versus regenerative blastema (R). n = 3 mice per condition. Plot of HABP fluorescence intensity across distance. (H) Atomic force microscopy creep plot, related to Fig. 1L. Data are mean $\pm$ SEM and

are representative of at least three independent experiments. Statistical significance was determined by the two-part generalized linear model MAST with a joint test summing likelihood ratio or Wald test statistics (D and F) or two-tailed unpaired student's *t*-test (G). Additional details on statistics and reproducibility are in the Materials and Methods.

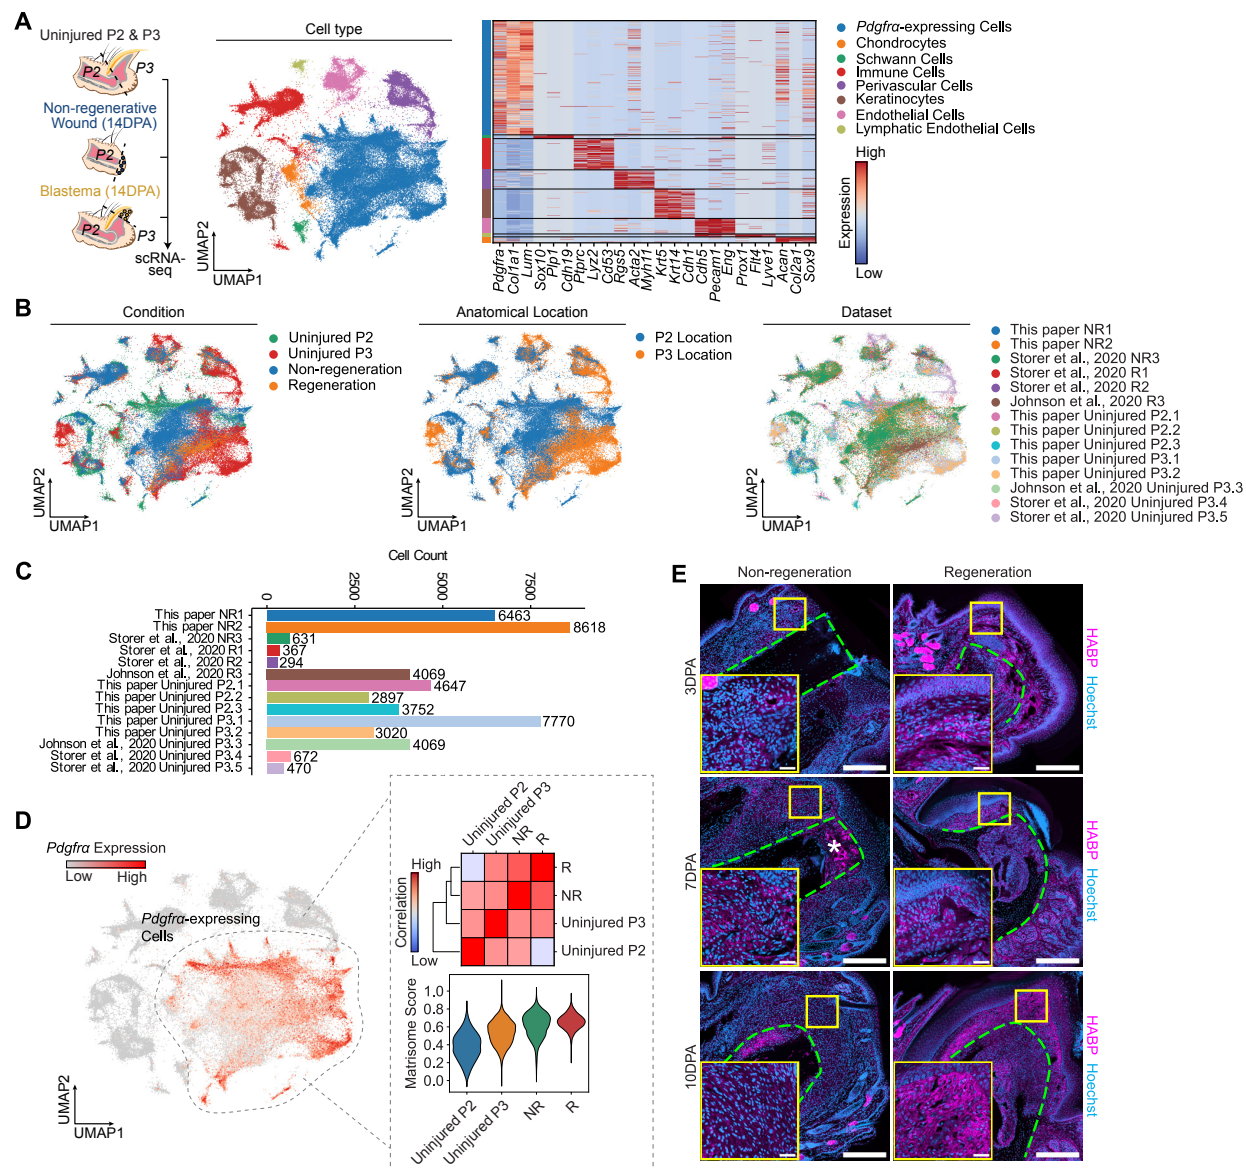

Fig. S3. Intrinsic cellular differences and amputation remodeling shape divergent ECM microenvironments.

(A) Left, single-cell RNA sequencing (scRNA-seq) strategy for discerning the role of pre-existing and injury-induced cellular activity on establishing the wound niche 14DPA. P2, second phalanx; P3, third phalanx. Middle, UMAP of the transcriptional identities of eight major cell types. Right, heat map of top differentially expressed genes. (B) Left, UMAP of all cells distinguished by both anatomical location and uninjured or injured state. Middle, UMAP of all cells distinguished by P2 or P3 location. Right, UMAP of all cells color-coded by their dataset of origin. (C) Bar plot of cell counts for each dataset. (D) Left, UMAP highlighting *Pdgfra*-expressing cells. Right, correlation matrix comparing all *Pdgfra*-expressing cells by anatomical location and uninjured or injured state. Violin plots of matrisome scores. (E) Immunofluorescence of HABP (magenta) in non-regenerative and regenerative digits at 3, 7, and 10 DPA. *Asterisk, bone autofluorescence. Scale bars, 200 μ m and 25 μ m in magnified views.

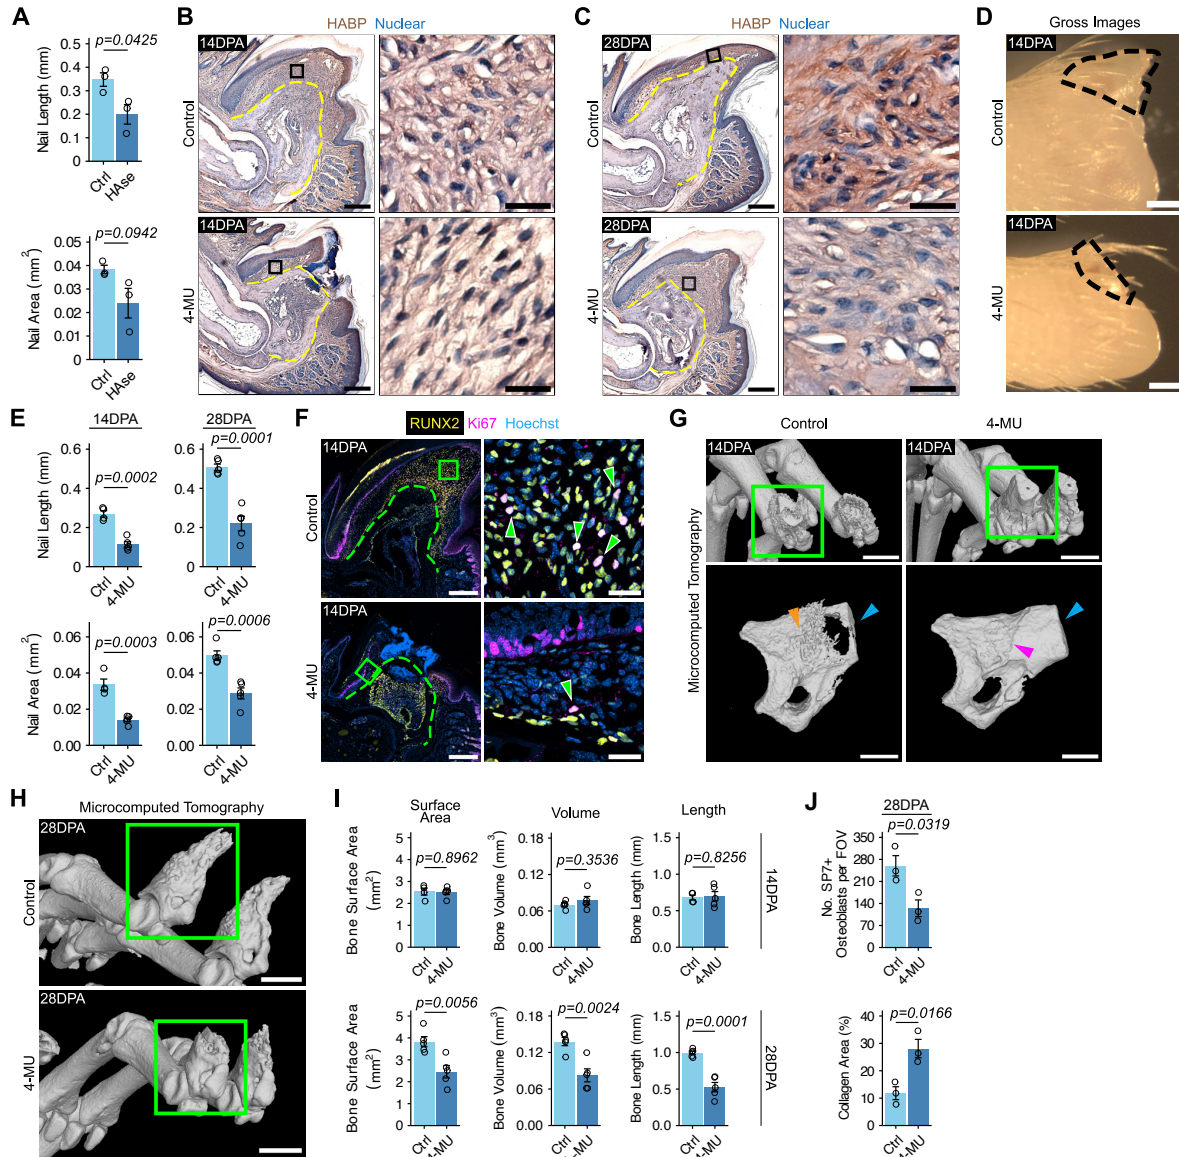

Fig. S4. Hyaluronic acid depletion impairs nail and skeletal repair after distal third phalanx amputations.

(A) Quantification of nail length and area at 14 DPA comparing control versus hyaluronidase (Hase)-treated digits, related to Fig. 2A. $n = 3$ mice per condition. (B and C) Immunostaining of HABP (brown) in control and 4-MU digits 14 DPA (B) and 28 DPA (C). Dashed line, border of the phalanx bone. Scale bars, 250 μm and 25 μm in magnified views. (D) Gross images of control versus 4-MU digits 14 DPA. Dashed line, border of the nail. Scale bars, 100 μm . (E) Quantification of nail length and area at 14 DPA and 28 DPA comparing control versus 4-MU digits, related to Fig. 2D. $n = 5$ mice per condition. (F) Immunofluorescence showing RUNX2 (yellow) and Ki67 (magenta) at 14 DPA, related to Fig. 2F. Dashed line, border of the phalanx bone. Arrowheads, double-positive cells. Scale bar, 250 μm and 30 μm in magnified views. (G and H) Microcomputed tomography analysis of skeletal morphologies of control and 4-MU digits at 14 DPA (G) and 28 DPA (H). Blue arrowhead, site of the original amputation; orange, regions of new bone formation; magenta, cortical bone degradation. Scale bars, 500 μm and 250 μm in magnified views. (I)

Quantification of bone surface area, volume, and length of third phalanx bones 14 DPA and 28 DPA in control versus 4-MU digits, related to Fig. 2G. $n = 5$ mice per condition. **(J)** Top, quantification of the number of SP7⁺ osteoblasts per field of view. Bottom, collagen area in the wounded region of control and 4-MU digits at 28 DPA. $n = 3$ mice per condition, related to Fig. 2H. Data are mean $\pm$ SEM and are representative of at least three independent experiments. Statistical significance was determined by two-tailed unpaired student's *t*-test (A, E, I, and J). Additional details on statistics and reproducibility are in the Materials and Methods.

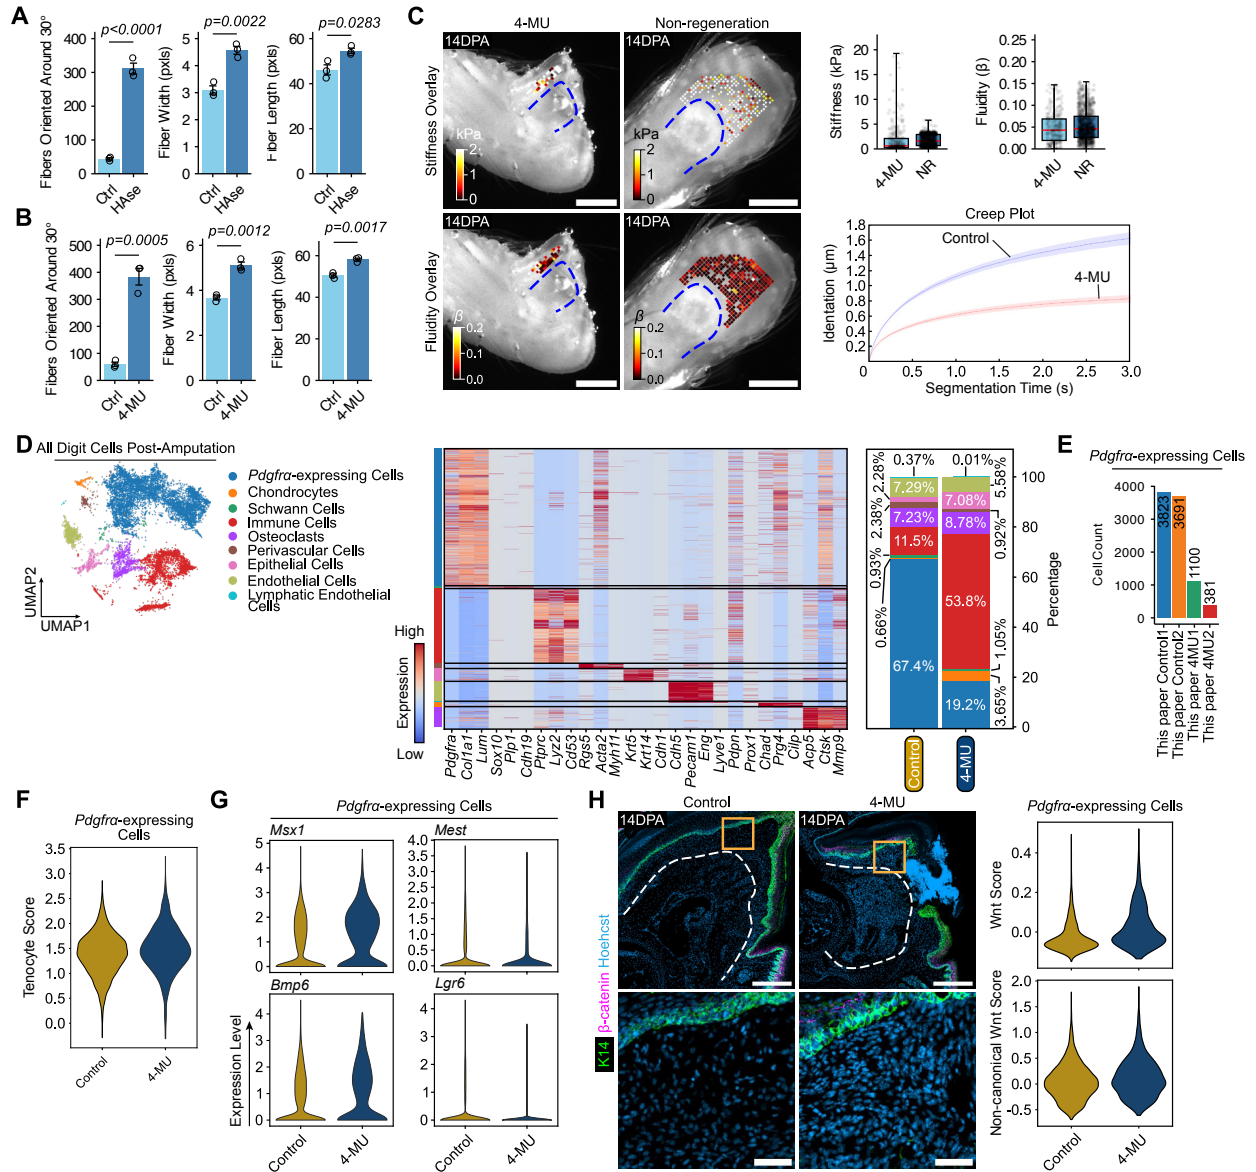

Fig. S5. Hyaluronic acid depletion promotes fibrotic collagen matrices and alters the cellular landscape.

(A and B) Quantification of the collagen fiber orientation, width, and length after amputations, comparing control versus hyaluronidase (HAse)-treated digits in A and 4-methylumbelliferone (4-MU) digits in B, related to Fig. 3A and B. $n = 3$ mice per condition. (C) Left, atomic force microscopy stiffness and fluidity maps of 4-MU and non-regenerative (NR) digits at 14 days post-amputation (DPA). Dashed line, border of the phalanx bone. Scale bars, $500 \mu\text{m}$. Right, quantification of the average stiffness, fluidity, and creep of NR and 4-MU digits, related to Fig. 3C. $n = 4$ mice per condition. (D) Left, UMAP of the transcriptional signatures of nine major cell types in the control and 4-MU digits 14 DPA. Middle, heat map of top differentially expressed genes. Right, proportion analysis of all cell types. (E) Bar plot of cell counts per dataset. (F) Violin plot of tenocyte scores. (G) Violin plots of blastema marker genes. (H) Left, immunofluorescence showing K14 (green) and β -catenin (magenta) in 4-MU digits compared to controls at 14 DPA. Dashed line, border of the phalanx bone. Scale bars, $250 \mu\text{m}$ and $50 \mu\text{m}$ in magnified views. Right,

violin plots of Wnt and non-canonical Wnt scores. Data are mean $\pm$ SEM or median and quartiles (AFM data) and are representative of at least three independent experiments. Statistical significance was determined by two-tailed unpaired student's *t*-test (A and B). Additional details on statistics and reproducibility are shown in the Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

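Single-cell RNA sequencing of 4-MU and control digits 14 days post amputation (2 libraries per group) and of uninjured P2 digits (replicate 3 of 3) was re-analysed; the other uninjured P2, uninjured P3 and non-regenerative libraries were not used here. The authors counted UMIs with Cell Ranger and the mm10 reference, and for the 4-MU and control libraries removed background RNA with CellBender, which leaves whole-number UMI counts. The P2 counts had no background removed, and for 4-MU replicate 2 the counts from before that step were analysed as well. Because digits of several mice were pooled in each library, differences between mice cannot be seen.

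Cells were kept by the limits of Table S1, which are 1000, 4000, 1000 and 1000 UMIs at least and 20000, 20000, 25000 and 50000 at most for control replicates 1 and 2 and 4-MU replicates 1 and 2, 400, 600, 400 and 1500 genes at least and 5000, 6000, 6000 and 6000 at most, and under 10% mitochondrial UMIs. Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15) and removed above 0.2, or 0.25 for P2, which took 1.88%, 1.49%, 0.731% and 1.01% of the cells in that order. Genes in at least 3 cells were scaled to 10000 counts per cell and log transformed; 2000 variable genes, 30 principal components, 15 neighbours and leidenalg 0.10.2 at resolution 1 gave the clusters, without integration, since scVI was not run. A cluster took the name of the class whose markers scored highest when at least 3 of them were detected in 25% of its cells at a log2 fold of 0.5 or more against the other cells, when it held 50 cells or more and when its 10 leading genes held no more markers of another class; all others stayed without a name. The sub-clusters of re-clustered Pdgfrα-expressing cells and the sub-types of the immune clusters were named in the same way.

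Counts were summed per library over Pdgfrα-expressing cells, over those outside the OL sub-clusters and over immune cells without osteoclasts, filtered with filterByExpr, scaled with TMM and tested with edgeR 4.0.16 in R 4.3.3, with genes called at an adjusted p under 0.05; every gene called in these comparisons also had an absolute log2 fold change of at least 0.5, the paper's threshold. The paper tested cells with MAST, whereas the library was the unit here. Gene lists (30, fixed before the data were examined, from Table S2, the text and textbook knowledge) were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry, and p-values were adjusted over the 30 lists. With an estimated correlation, camera takes its degrees of freedom from the few libraries and not from the number of genes, which leaves little power. For immediate early genes in dendritic cells the estimate (0.0104) was close to the preset, yet p from camera went from 4.08e-11 to 0.0223. The matrisome list of Table S2 was not tested, and 3 garbled tenocyte symbols of that table were read as Scx, Mkx and Col1a1. Cell shares were tested with limma on the logit of the share, with robust moderation over classes, and by an exact permutation test over libraries. Among classes, immune sub-types and sub-clusters, every member got the same standard error (0.696, 0.889 and 0.954 on the logit scale). Those p-values thus rest on a spread shared over the members and not on that of each member. Levels are CPM (counts scaled to library totals adjusted by TMM) with the SD over libraries, and a prior count of 2 was used on the log2 scale. The standard error of a log2 fold change was derived as its absolute value over the square root of edgeR's F statistic, since that test reports none. The CPM of the P2 library were scaled to its plain total for the class, so these 2 kinds of level are not on the same scale. Where a group had no count, a lower bound on the fold was computed against 3 counts over the group; where it had 1 to 3, a ratio with its 95% counting interval is given. For P2, exact Clopper-Pearson or Poisson intervals at 95% are given. Coordinates come from GENCODE annotation of GRCm38, the assembly behind mm10, matched by gene identifier for 184 of 184 genes.

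Named genes were set before the data were examined as the 10 genes with the largest increase and the 10 with the largest decrease among the genes called whose libraries do not overlap between groups, every gene that the paper names for these data, and, for each list with a passage, the members with the smallest p; genes outside this rule are said to have been chosen after their values were seen. The alternatives set before the data were examined were DESeq2 size factors, no filter on low counts, 1 cell filter for all libraries (1000 to 50000 UMIs, 500 to 6000 genes), no doublet removal, Leiden resolutions 0.5 and 2.0, each cell classed on its own, equal cells and counts per library, a replicate block, leaving out each library, the DESeq2 1.42.0 Wald test, an arcsine square root transform, an edgeR test for shares and, for OLs, clustering without their marker genes and thinning of each cell. Added after seeing the data were a class of all clusters with Pdgfra in 25% of cells, the crossed pairing of replicates as a block, and comparisons by cluster, by sub-cluster, by immune sub-type and in further cell groups. The gene test was tested on simulated data of the same size with 100 genes changed at each size of change, where edgeR recovered 77 of those changed by a log2 fold of 2 and 35 of those changed by 1 in Pdgfrα-expressing cells, and 38 and 2 in immune cells. Left out were doublet-scored cells, barcodes outside the limits, and clusters without a name where a class was compared.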

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

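The tests of free RNA and of a change within the Pdgfrα-expressing cells, both tests on the share of immune cells, and the comparisons by cluster, sub-cluster and immune sub-type were chosen after the results were seen.

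Neutrophil transcripts in Pdgfrα-expressing cells after 4-MU, which the paper does not discuss, had a median log2 fold change of 5.19 over 8 measured genes with members at 0 at their bound, and took 7.70 and 4.43 of 10000 UMIs in the 4-MU libraries against 0.182 and 0.362 in the control libraries. Their share of UMIs there was at most 0.838 times that in endothelial cells (11.1 and 5.28 of 10000), so a change confined to the Pdgfrα-expressing cells is argued against. Free RNA from neutrophils cannot be told apart from other sources, because the share differed at least 5.19 times within a library between these 2 classes, chondrocytes (26.9 and 23.0 of 10000, from 187 and 141 cells) and perivascular cells (4.83 and 5.78), but by 2.29 and 1.31 times without the chondrocytes. Nor can droplets shared with a neutrophil be told apart, because leaving out the 5% of cells with most of these UMIs left 52.7% of them in 4-MU replicate 1, above the 50% set beforehand as speaking against this source, and 45.8% in replicate 2, between that and the 25% set as speaking for it. The test of free RNA left out epithelial cells (23.2 and 38.2 of 10000) and osteoclasts (16.6 and 9.04), and its outcome depends on that choice. A broad response of several cell types to 4-MU stays open and was not tested.

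Immediate early genes, which the paper does not discuss either, were lower in Pdgfrα-expressing cells after 4-MU, with a median of -0.94 over 22 genes (12 fell and none rose; 19 fell when adjusted over the list alone; adjusted p = 3.13e-13 from camera, adjusted p = 0.662 with an estimated correlation), among them Klf2 (-1.22), Atf3 (-2.24), Btg2 (-1.27) and Junb (-1.19), of which Klf2 and Junb did not pass without 4-MU replicate 1 (0.0772 and 0.0836), Btg2 and Junb not without 4-MU replicate 2 (0.0747 and 0.133) and Atf3 not without control replicate 2 (0.0587). Outside the OL sub-clusters the median was also -0.94, which by the bound set beforehand speaks against the loss of OLs as the source. That bound cannot decide, since OL-like cells remained there. Ibsp fell in that set from 6045 ± 1959 to 1687 ± 474 CPM (SD, n = 2 each). In groups added after seeing the data, the median was -1.83 within the OL sub-clusters and -0.62 in Fibroblast 1 cells. A difference in dissociation between the groups cannot be told apart, since it should lower these genes in every cell type, and the medians were -0.22 in endothelial, 0.25 in osteoclast, -0.28 in macrophage-like and -0.70 in dendritic cells. A lower stress or growth factor response of Pdgfrα-expressing cells under 4-MU stays open.

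The larger share of immune cells after 4-MU is the pattern with most bearing on the share of Pdgfrα-expressing cells, since shares sum to a whole. Library filters that differ between the groups are argued against, since with 1 filter for all libraries the difference was 37.9 percentage points. For the immune class as a whole, a loss of Pdgfrα-expressing cells alone cannot be told apart from an influx of immune cells. Among all other cells the immune share was 18.0% ± 9.83 (SD, n = 2) in control and 50.5% ± 20.7 (SD, n = 2) in 4-MU digits. The libraries did not overlap (25.0% and 11.1% against 35.8% and 65.2%), whereas such a loss alone should leave them overlapping. The difference of 32.5 percentage points is still within 2 times the larger SD, the bound used here. Such a loss would also leave the make-up of the immune cells unchanged. Neutrophil-like cells were 1.55% ± 1.42 of them in control and 29.1% ± 12.7 in 4-MU digits (SD, n = 2 each). For neutrophil-like cells a loss alone is thus argued against. Cell numbers per digit, which would separate a loss from an influx, were not measured here.

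Neutrophil-like cells made up 29.1% of immune cells after 4-MU and 1.55% in control, a difference the paper does not report. Cells of cluster 6, led by Arg1, Nos2 and Mmp12, made up 14.5% ± 9.15 (SD, n = 2) of all cells after 4-MU and 0.127% ± 0.115 (SD, n = 2) in control (adjusted p = 0.0812 from limma). Among Pdgfrα-expressing cells, sub-cluster 12, led by Saa3, Mmp3, Mmp13 and Il11, held 16.2% ± 5.62 (SD, n = 2) after 4-MU and 0.212% ± 0.273 (SD, n = 2) in control (adjusted p = 2.8e-05 from limma). Sub-cluster 6, led by Gpha2, Nrg3, Corin and the R-spondin genes Rspo2 and Rspo3, held 20.6% ± 4.19 (SD, n = 2) and 1.90% ± 1.58 (SD, n = 2) (adjusted p = 0.0179 from limma). The clusters were found from these same libraries, so the tests on them describe how the libraries differ.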

How the results depend on the processing

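All alternatives were set before the data were examined, apart from a class of all clusters with Pdgfra in 25% of cells and a block on crossed pairs of replicates, which were chosen after seeing the data. With 1 library left in a group, it is assumed to vary like the others. Neither the labels nor the paper pair replicates by number, so the replicate block is an arbitrary pairing. Over genes, the differences between replicates 1 and 2 of control and of 4-MU correlated at -0.206 in Pdgfrα-expressing and -0.280 in immune cells. Except where a sentence says otherwise, the cause was not tested.

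With all clusters with Pdgfra (added), the Pdgfrα-expressing class held 2960 of 8694 and 981 of 3327 cells in the 4-MU libraries, against 1881 and 574 in the main setting. The share of Pdgfrα-expressing cells was lower after 4-MU in all 12 alternatives and past the threshold with 1 cell filter (-40.1 percentage points) and an arcsine square root (-35.1). The share of OLs was past it with 1 cell filter (-18.9), Leiden resolutions 0.5 (-20.6) and 2.0 (-23.9), each cell classed on its own (-25.4), all clusters with Pdgfra (added; -29.3) and an arcsine square root (-16.3), and ran from -19.3 to -13.3 with 1 library left out. Of the other classes, 2 were past it, but 1 at Leiden resolution 0.5, with all clusters with Pdgfra (added), an arcsine square root or crossed pairs (added), 0 with each cell classed on its own or a replicate block, and 1 to 2 with 1 library left out.

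Differences that reversed were those in endothelial cells (1 cell filter -0.0824, each cell classed on its own -1.21, 1 library left out -1.97 to 2.87), osteoclasts (1 cell filter -0.893, 1 library left out -2.37 to 5.04), Schwann cells (0.0764 and 0.0454 at Leiden resolutions 0.5 and 2.0), and, with each cell classed on its own, Fibroblast 3 (10.6) and Fibroblast 1 cells (5.69). The pooled share of the sub-clusters named from cycling markers, 1 of which is not led by such genes, was past the threshold at Leiden resolution 2.0 (23.9), with an arcsine square root (27.1), crossed pairs (added; 27.1) and without control replicate 2 (29.8), and ran from 23.1 to 31.0 with 1 library left out. Where the name covered only a sub-cluster led by proliferation genes, the difference was past it with all clusters with Pdgfra (added; 9.97), and not with 1 cell filter (9.84), without doublet removal (8.77), at Leiden resolution 0.5 (8.64) or clustered without the OL marker genes (11.0). With 1 library left out the difference in epithelial cells ran from 0.769 to 8.71 and that in Fibroblast 2 cells from -11.3 to -8.04. Of 169 values for shares other than those of Pdgfrα-expressing cells and OLs, 126 were the same, which for a tested value means the same direction and the same side of the threshold of 0.05 whatever its size, 28 weaker and 4 stronger.

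The count of 813 genes in Pdgfrα-expressing cells was 2265 without a filter on low counts, 284 with a replicate block, 1730 with crossed pairs (added), 1319 by the DESeq2 Wald test and 256 to 822 with 1 library left out. Outside the OL sub-clusters the count of 446 became 2019 without the filter, 708 with each cell classed on its own, 78 with a replicate block, 1091 with crossed pairs (added), 1097 by DESeq2 and 50 to 1453 with 1 library left out. In immune cells the count of 166 became 1602 without the filter, 457 with 1 cell filter, 107 with each cell classed on its own, 436 with equal cells and counts, 77 with a replicate block, 716 with crossed pairs (added), 1493 by DESeq2 and 57 to 546 with 1 library left out. Fewer libraries leave fewer degrees of freedom, which alone lowers a count. Of the 813 genes, 261 were called with a replicate block. All 813 kept their sign with that block and by DESeq2. Both use the same counts and groups, so the shared sign is no separate support.

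The tenocyte list was past the threshold without the filter on low counts (median -0.40), with equal cells and counts (-0.55) and outside the OL sub-clusters (-0.45), and ran from -0.47 to -0.23 with 1 library left out. With 1 library left out the Wnt list ran from -0.60 to 0.11 and the blastema markers from -0.24 to 0.30; the latter had -0.065 with each cell classed on its own and -0.041 with equal cells and counts. Of the other lists 11 were past it, 8 to 17 with 1 library left out, and 0 with an estimated correlation or by fry, which is the choice of test itself. The hyaluronan list had 0.017 with all clusters with Pdgfra (added).

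Genes that reversed, none of them past the threshold, were Hapln1 (1 cell filter -0.13, all clusters with Pdgfra (added) -0.15), Tnc (0.064) and Bmp6 (-0.065) with each cell classed on its own, Cd34 (equal cells and counts 0.29, 1 library left out -0.68 to 0.26), Thbs4 (-0.60, -0.37 to 0.85) and Clec3b (all clusters with Pdgfra (added) 0.012). With 1 library left out, Pdgfra ran from -0.016 to 0.28, Arsi from -0.24 to 0.76, Stmn1 from -0.031 to 1.79, Has3 from -0.097 to 2.48, Id1 from -0.45 to 0.26 and Id3 from -0.048 to 0.30. Of 1120 values for named genes in Pdgfrα-expressing cells, 894 were the same in that sense, 160 weaker and 49 stronger; outside the OL sub-clusters 218 of 319 were the same, and in immune cells 187 of 259. In the uninjured P2 library the share of Pdgfrα-expressing cells was 39.0% with 1 cell filter.

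Depth limits what can be read from 4-MU replicate 1, whose Pdgfrα-expressing cells had a median of 3060 UMIs, and from the 574 such cells of 4-MU replicate 2.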

Differences from the paper's values

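The paper tested genes over cells with MAST and shares with the propeller method, whereas libraries were the replicates in both tests here. In 4-MU replicate 1 the paper shows about 1100 Pdgfrα-expressing cells in Fig. S5E, read by eye, and 1881 were found here; the number differed in each alternative as well (2368 with 1 cell filter, 2104 without doublet removal, 2214 and 2146 at Leiden resolutions 0.5 and 2.0, 1734 with each cell classed on its own). In 4-MU replicate 2 the paper shows about 380 in Fig. S5E, read by eye, and 574 were found here, with 1079, 605, 705, 686 and 580 in the same alternatives, all of which differed. For uninjured P2 replicate 3 the paper shows about 3800 cells in Fig. S3C, read by eye, and 10784 were kept here (9858 with 1 cell filter, 11004 without doublet removal and 10784 at Leiden resolution 0.5, all of which differed); the count here covers every cell of the library, of which 3919 were Pdgfrα-expressing, and it is unclear which cells the figure counts, so the 2 numbers need not be of the same set. For immune cells in control digits the paper shows about 12% of all cells in Fig. S5D, read by eye, and 7.98% was found here, where cells without a class name stay in the total. A value counts as different here if it is more than 1.5 times apart and by more than the SD between replicates, a limit that 7.98% lies just beyond, so that a small move crosses it. It was on the near side with 1 cell filter (8.03%), without doublet removal (8.61%), at Leiden resolutions 0.5 (8.18%) and 2.0 (9.29%), with each cell classed on its own (8.58%) and without control replicate 2 (10.6%); it was on the far side without control replicate 1 (5.40%) and in the alternatives that leave the share as it is (an arcsine square root, the edgeR test on cells, a replicate block, and without 4-MU replicate 1 or 2).

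The paper reports Tnc as higher after 4-MU; here its log2 fold change in Pdgfrα-expressing cells was -0.16 (adjusted p = 0.698), and no alternative called it (adjusted p from 0.316 to 0.998), while S100a4 was higher as in the paper. The paper reports lower Sox6 and Acan; both were lower here and neither was called (adjusted p = 0.104 and 0.0542), while Ibsp and Alpl were. Sox6 was called without a filter on low counts, with a replicate block, by the DESeq2 Wald test and without 4-MU replicate 1 or 2 (adjusted p from 0.000216 to 0.217 over the alternatives), and with all clusters with Pdgfra in 25% of cells (0.0211), which was chosen after seeing the data. Acan in Pdgfra-expressing cells was called without a filter on low counts, without doublet removal, with each cell classed on its own, with a replicate block, without 4-MU replicate 2 and by the DESeq2 Wald test (adjusted p from 1.29e-10 to 0.167), and with crossed pairs (0.0147), chosen after seeing the data.

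The paper reports a reduced share of Pdgfrα-expressing cells; here it was lower by 35.1 percentage points with an adjusted p of 0.0984, and past the threshold with 1 cell filter (0.0259) and an arcsine square root (0.00642; 0.00642 to 0.339 over the alternatives). For the lower share of OLs the adjusted p was 0.0633, and it was past the threshold with 1 cell filter (0.0124), at Leiden resolutions 0.5 (0.0192) and 2.0 (0.0336), with each cell classed on its own (0.0183), with an arcsine square root (0.0317) and without control replicate 1 (0.0322) or 2 (0.0386), with a range of 0.0124 to 0.293 over the alternatives. With all clusters with Pdgfra in 25% of cells, chosen after seeing the data, it was past it as well (0.0378). The paper called shares at p under 0.05 and names no adjustment, so the thresholds are unlike. Unadjusted p from limma was 0.0328 for Pdgfrα-expressing cells and 0.0397 for OLs, both under 0.05. The paper reports higher blastema-associated genes; of its 7 markers 4 had a positive and 3 (Mest, Lgr6 and Mdk) a negative log2 fold change here, and Cxcl14 alone was called higher. Mest was called lower without a filter on low counts, with equal cells and counts, without control replicate 1 and by DESeq2 (adjusted p from 2.03e-11 to 0.515), and Lgr6 without a filter on low counts and with 1 cell filter (adjusted p from 0.00256 to 0.499).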

Other observations

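The comparisons in macrophage-like, endothelial, osteoclast, dendritic and monocyte-like cells were chosen after the other results were seen. Immune cells other than osteoclasts also changed with 4-MU, with 129 genes higher and 37 lower among 13035 tested by edgeR (152 without control replicate 1, 546 without control replicate 2, 101 without 4-MU replicate 1 and 57 without 4-MU replicate 2). Upp1, a uridine phosphorylase, rose by 7.83 on the log2 scale (standard error 0.46, adjusted p = 0.0219) and 4933432I03Rik by 6.73 (adjusted p = 0.0277), both called in every alternative in which they were tested. Stfa3, a cystatin of neutrophils, was at least 69.8-fold higher (adjusted p = 0.0338, 0.0644 without 4-MU replicate 2), and the serpin gene Serpinb2 156 times as high (interval 53.4 to 759; 0.0579 without control replicate 1). Lower were the macrophage receptor genes Marco (-4.50, adjusted p = 0.0396), Gpr34 (-2.93, 0.0277), Clec4b1 (-3.07, 0.0313) and Clec10a (-2.92, 0.0396), and the monocyte chemokine gene Ccl7 (-2.93, 0.0396). The largest decrease of the named genes was that of Bglap, an osteoblast gene (-5.59, adjusted p = 0.0474 from edgeR). It had 62 and 87 UMIs in control and 5 and 9 in 4-MU immune cells, and RNA from other cells is not excluded as its source. Without 4-MU replicate 2 Marco (0.139), Gpr34 (0.0954), Clec4b1 (0.143) and Clec10a (0.102) did not pass, nor did Marco (0.0775), Clec4b1 (0.0745) and Clec10a (0.066) without 4-MU replicate 1 or Ccl7 without control replicate 1 (0.0599). As lists, neutrophil (5 of 12 rose; 12 when adjusted over the list alone), hypoxia (2 of 21; 16) and NF-kB genes (6 of 22 rose and 2 fell; 14 and 2) were higher and cell cycle genes (1 of 40 fell; 27) lower by camera, none with an estimated correlation (lowest adjusted p = 0.776) or by fry (0.0951). These values mix the change in immune cell types with changes within each type.

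In endothelial cells 523 genes rose and 162 fell among 12360 (1044 in all by DESeq2), whereas 3 were called in macrophage-like cells, which leave out cluster 6 (277 by DESeq2; 1691 at an unadjusted p under 0.05), among them Lyve1, a hyaluronan receptor gene named after its values were seen, which was at least 92.1-fold higher (adjusted p = 0.0435). In osteoclasts edgeR called 0 of 10703 genes (585 at an unadjusted p under 0.05, 34 by DESeq2), in dendritic cells 0 of 7732 (1343 and 243) and in monocyte-like cells 2 (1310 and 87). Macrophage transcripts took 15.6 and 21.9 of 10000 endothelial UMIs in the 4-MU and 4.47 and 6.60 in the control libraries. Erythroid transcripts took 248 and 0.544 against 29.1 and 8.09. RNA from other cells is thus not excluded as a source of part of the endothelial calls.

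In Pdgfrα-expressing cells Serpinb2 was among the 10 genes with the largest increase (501 times, interval 138 to 4159, called in all 12 alternatives), with F10 at least 63.5-fold and Il1a at least 49.9-fold higher (Il1a 0.0501 without control replicate 2). Next came Cd53, Stfa1, Csta2 and Igsf6 (at least 34.0, 23.8, 21.5 and 20.4-fold higher), and Ccl6, AA467197 and Cstdc4 (143, 126 and 113 times, intervals 24.3 to 5771, 21.2 to 5100 and 37.7 to 559); without control replicate 1 or 2 the adjusted p was 0.0598 or 0.0766 for Cd53, 0.0866 or 0.117 for Stfa1, 0.108 or 0.145 for Csta2, 0.121 or 0.161 for Igsf6, 0.0905 or 0.131 for Ccl6 and 0.0911 or 0.0892 for AA467197. Serpinb2, F10, Il1a, Stfa1 and Csta2 were also called higher in immune cells, and Il1a, Cd53, Ccl6, AA467197 and Cstdc4 in endothelial cells, so these increases are not confined to Pdgfrα-expressing cells, and RNA from leukocytes is not excluded as their source. Of the 10 genes with the largest decrease, 9130019P16Rik, Krtap6-1, Mtnr1b and Esr2 were at least 17.7, 9.12, 8.53 and 6.37-fold lower, and Cryba2, Nfkbid, Irf5, Mpzl2, Tlr6 and Gm13049 had ratios of 0.0221, 0.0219, 0.0259, 0.0309, 0.0369 and 0.041 from few counts; without control replicate 2 the adjusted p of 9130019P16Rik was 0.0625 and that of Mpzl2 0.0632, and each of the other 8 did not pass without at least 2 of the libraries (highest adjusted p with a library left out: Krtap6-1 0.13, Mtnr1b 0.117, Esr2 0.138, Cryba2 0.0934, Nfkbid 0.0909, Irf5 0.125, Tlr6 0.19 and Gm13049 0.198). Of the hyaluronan genes (21 measured, 2 fell, 1 rose; 5 and 1 when adjusted over the list alone; adjusted p = 0.218 from camera), the synthase gene Has1 fell by 1.22 (adjusted p = 0.0296) and the hyaluronidase-like gene Cemip by 1.01 (0.0222), while the hyaluronan receptor gene Layn rose by 0.90 (0.0296). Has1 did not pass without control replicate 1 (0.0774) or 2 (0.0587) or 4-MU replicate 1 (0.0506) or 2 (0.145), Cemip not without control replicate 2 (0.067), 4-MU replicate 1 (0.0906) or 2 (0.139), and Layn not without control replicate 2 (0.0903), 4-MU replicate 1 (0.215) or 2 (0.0691). Has2 (0.31, adjusted p = 0.376), Has3 (0.61, 0.759) and the receptor gene Cd44 (-0.68, 0.0694) did not pass.

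BMP response genes (14 measured, 2 fell; 3 when adjusted over the list alone; adjusted p = 0.0496 from camera, adjusted p = 0.662 with an estimated correlation; 0.27 without control replicate 2 and 0.215 without 4-MU replicate 2) and TGF-beta response genes (15 measured, 2 fell; 7 fell and 1 rose when adjusted over the list alone; adjusted p = 0.00691 from camera, adjusted p = 0.662 with an estimated correlation; 0.0684 without control replicate 2) were lower as lists, with Dlx5 (-0.91), Smad9 (-1.22), Lrrc15 (-1.24) and Tgfb1 (-0.84) called. Macrophage transcripts (12 measured, 1 rose, 1 fell; 4 and 1 when adjusted over the list alone) were higher by their median (2.51, adjusted p = 0.000185 from camera, adjusted p = 0.662 with an estimated correlation), although together they took 108.5 and 131.7 of 10000 UMIs in the control and 87.6 and 73.5 in the 4-MU libraries, most of these from Spp1, which fell. Higher too were the neutrophil transcripts (3 of 8 rose; 7 when adjusted over the list alone; adjusted p = 6.1e-07 from camera, adjusted p = 0.662 with an estimated correlation). The other lists did not pass: antigen presentation (adjusted p = 0.068 from camera), hypoxia (0.0695; 3 of 22 rose, 1 fell), osteoclast transcripts (0.117; 1 of 4 rose), matrix degradation (0.194; 3 of 20 rose), xenobiotic response (0.239; 2 of 17 rose, 1 fell), keratinocyte transcripts (0.277), adipogenic genes (0.427), interferon response (0.503; 1 of 21 rose, 1 fell), erythroid transcripts (0.651), NF-kB (0.705; 1 of 21 rose, 3 fell), unfolded protein response (0.836; 1 of 20 rose, 2 fell) and M2-like macrophage genes (0.89; 1 of 13 fell).

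In the uninjured P2 library 36.3% of 10784 cells (95% Clopper-Pearson interval 35.4% to 37.3%) were Pdgfrα-expressing and 26.1% (25.3% to 27.0%) immune, intervals that cover counting error only. Clusters without a name held 17.7% of the cells, among them cluster 9 (522 cells, 92.15% with a Pdgfra UMI) and cluster 13 (311 cells, 45.98%), while cluster 4 of the class had such a UMI in 25.85% of its 677 cells, so the share depends on the rule for names. The tissue label of this library names the other amputation level, against its title and the paper, which were followed. Its Pdgfrα-expressing cells had Clec3b at 1752 CPM (95% Poisson interval 1731 to 1774), Tnxb at 1219 (1201 to 1238), Cd34 at 630 (617 to 643) and Thbs4 at 349 (340 to 359). UMIs of Tnxb were found in 80.8% of these cells against 16.8% of endothelial cells, at median depths of 3122 and 2383 UMIs. For Clec3b the shares were 71.9% and 9.67% and for Thbs4 25.2% and 3.31%. Cd34 was no more frequent than in endothelial cells (58.9% and 61.6%). The P3 side of that comparison was not analysed here.

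In 4-MU replicate 2, the 3327 cells kept had lost 4.36% of their UMIs to background removal, with a mitochondrial share of 1.22% after and 2.70% before. Clustered alone, 22.4% (95% Clopper-Pearson interval 21.0% to 23.9%) of these cells were Pdgfrα-expressing after and 19.5% (18.2% to 20.9%) before that step, and perivascular cells were named before it (3.91%) and not after it (0%).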
